# Gene expression profile of androgen modulated genes in the murine fetal developing lung

**DOI:** 10.1186/1477-7827-8-2

**Published:** 2010-01-08

**Authors:** Eva Bresson, Tommy Seaborn, Mélissa Côté, Geneviève Cormier, Pierre R Provost, Bruno Piedboeuf, Yves Tremblay

## Abstract

**Background:**

Accumulating evidences suggest that sex affects lung development. Indeed, a higher incidence of respiratory distress syndrome is observed in male compared to female preterm neonates at comparable developmental stage and experimental studies demonstrated an androgen-related delay in male lung maturation. However, the precise mechanisms underlying these deleterious effects of androgens in lung maturation are only partially understood.

**Methods:**

To build up a better understanding of the effect of androgens on lung development, we analyzed by microarrays the expression of genes showing a sexual difference and those modulated by androgens. Lungs of murine fetuses resulting from a timely mating window of 1 hour were studied at gestational day 17 (GD17) and GD18, corresponding to the period of surge of surfactant production. Using injections of the antiandrogen flutamide to pregnant mice, we hunted for genes in fetal lungs which are transcriptionally modulated by androgens.

**Results:**

Results revealed that 1844 genes were expressed with a sexual difference at GD17 and 833 at GD18. Many genes were significantly modulated by flutamide: 1597 at GD17 and 1775 at GD18. Datasets were analyzed by using in silico tools for reconstruction of cellular pathways. Between GD17 and GD18, male lungs showed an intensive transcriptional activity of proliferative pathways along with the onset of lung differentiation. Among the genes showing a sex difference or an antiandrogen modulation of their expression, we specifically identified androgen receptor interacting genes, surfactant related genes in particularly those involved in the pathway leading to phospholipid synthesis, and several genes of lung development regulator pathways. Among these latter, some genes related to Shh, FGF, TGF-beta, BMP, and Wnt signaling are modulated by sex and/or antiandrogen treatment.

**Conclusion:**

Our results show clearly that there is a real delay in lung maturation between male and female in this period, the latter pursuing already lung maturation while the proper is not yet fully engaged in the differentiation processes at GD17. In addition, this study provides a list of genes which are under the control of androgens within the lung at the moment of surge of surfactant production in murine fetal lung.

## Background

Accumulating evidence suggests that sex affects lung development and physiology. Indeed, sex hormones appear to exert regulatory effects on human lung development and maturation during both fetal and neonatal periods. During the fetal period, male lung maturation is delayed compared with female and surfactant production appears earlier in female than in male fetal lungs [1]. In preterm infants, surfactant deficiency greatly contributes to the development of respiratory distress syndrome (RDS) [1] and its resulting morbidity such as bronchopulmonary dysplasia (BPD), patent ductus arteriosus, and long-term neurological disabilities [2,3]. Consequently, male neonates have an increased risk of developing RDS and a higher risk of morbidity and mortality due to RDS compared with female neonates [4]. Moreover, a higher incidence in male was also observed for the development of new BPD, a pulmonary pathology of the neonate for which RDS is not always an anterior event [5].

Furthermore, substantial experimental data support a role for sex hormones in lung development regulation. Indeed, several genes have been shown to be expressed with a sexual dimorphism within murine fetal maturing lung [6]. More precisely, androgens have been shown to exert inhibitory effects on lung maturation both *in vitro *[7] and *in vivo *[8,9]. For instance, maternal treatment with the androgen dihydrotestosterone (DHT) during fetal rabbit development inhibits surfactant phospholipids production in the female fetal lung, while maternal treatment with the antiandrogen flutamide increases surfactant phospholipids production in the male fetal lung [9]. In human, androgens delay alveolar epithelial type II (PTII) cell maturation in males compared with females [10]. Similarly, androgens delay fetal lung surfactant production in a variety of species [11] by a mechanism involving transforming growth factor-β (TGF-β) signalling pathway [12].

To build up a better understanding of the biomolecular mechanisms underlying androgens effect on lung development, we investigated the expression of genes showing a sexual dimorphism and those modulated by the presence of androgens at the moment of surge of surfactant production in murine fetal lung. For achieving this goal, microarrays were performed on fetal mouse lungs of both sexes harvested at gestational day 17 (GD17) and GD18 (term is GD19), preceded by maternal daily injections of the pure antiandrogen flutamide or the vehicule solution (control) from GD10. In the mouse, GD17 and GD18 represent the transition between canalicular and saccular stages of lung development, which overlaps the surge of surfactant production. Then, the present investigation has been designed to provide valuable insights in the study of the signalling mechanisms leading to surfactant synthesis and pulmonary maturation. In general, the results show that thousands of genes are transcriptionally modulated within the developing lung in response to the fetal androgenic status. More specifically, we report the modulation of androgen receptor interacting genes, surfactant related genes and particularly those involved in the pathway leading to phospholipid synthesis, and several genes of lung development regulator pathways.

## Methods

### Animals and housing

Protocols were approved by the Animal Care and Use Committee and the Institutional Review Board of the Centre de Recherche du Centre Hospitalier Universitaire de Québec (protocol no. 2005-156). BALB/c mice (*Mus musculus*) aged from 63 to 70 days and certified pathogen free were purchased from Charles River Laboratories (St-Constant, QC, Canada). These were housed in a room maintained at 22 +/- 3°C, 50 +/- 20% relative humidity and on a 12-hours cycle (07:15-19:15 hours) of fluorescent lighting (300 Lux). Commercial diet (Global 18% Protein Rodent Diet, Teklad, Montréal, QC, Canada) and tap water were provided *ad libitum*. New animals were acclimatized to these conditions for 7 to 14 days prior to be timely mated in a one hour mating window as previously described [13].

### Experimental procedures

Flutamide antiandrogen (kindly provided by Dr Fernand Labrie) was dissolved in a saline vehicule solution (0.9% NaCl) containing 1% gelatin (W/V) (ACP Chemicals, Saint-Léonard, QC, Canada) and 10% dimethylsulfoxide (DMSO) (Sigma, St. Louis, MO). Pregnant females received a daily sub-cutaneous injection of 200 μl of flutamide (1 mg) or vehicule solution from GD10 to the day prior to harvesting day. Pregnant females were sacrificed by exposure to CO_2 _at GD17 or GD18. From each fetus, lungs and a rear leg were harvested and rapidly frozen on dry ice and then stored at -80°C until use.

### Fetal sex determination

Fetal sex was identified by examination of the genital tract with a dissecting microscope at 15× magnification and confirmed by PCR amplification of the male-specific *Sry *gene [14] (GenBank: X67204) from fetal rear leg. DNA was purified by phenol-chloroform extraction followed by ethanol precipitation. A hot start procedure with Taq DNA Polymerase kit (Roche Diagnostics, Laval, QC, Canada) was achieved and PCR reactions were performed according to the protocol of the manufacturer with 0.04 nM of each *Sry *primer (forward: nucleotide position 36-55, 5'-TATGGTGTGGTCCCGTGGTG-3'; reverse: nucleotide position 337-317, 5'-ATGTGATGGCATGTGGGTTCC-3'), resulting in a 282 nucleotides amplicon. The following PCR conditions were used: 94°C for 5 min. and 72°C for 10 min. followed by 34 cycles of 94°C for 1 min., 65°C for 1 min. and 72°C for 1 min. Final extension was done at 72°C for 10 min. Agarose gel electrophoresis was used for amplicon visualization.

### RNA extraction and sampling

Total RNA was extracted from fetal lung using Tri-reagent, a mixture of phenol and guanidine thiocyanate in a monophasic solution (Molecular Research Center, Cincinnati, OH) as described previously [15]. Each RNA sample was purified on a CsCl gradient as described [16], using a TLA 120.2 rotor in an Optima MAX centrifuge (Beckman, Mississauga, ON, Canada). The quality of RNA was monitored by micro-capillary electrophoresis (Bioanalyser 2100, Agilent Technologies, Mississauga, ON, Canada). RNA samples from three fetuses of the same sex but from distinct litters were then pooled (n = 1). Each experimental group was triplicated (n = 3). The 6 experimental groups, resulting in 18 RNA pools for microarray hybridization, were the following: vehicule-injected males harvested at GD17 (17 m) or GD18 (18 m), vehicule-injected females harvested at GD17 (17 f) or GD18 (18 f), and flutamide-treated males harvested at GD17 (17 flut) or GD18 (18 flut).

### Preparation of probes

For each RNA pool, 20 μg of total RNA was converted to cDNA by using SuperScript II reverse transcriptase (Invitrogen), and T7-oligo-d(T)24 (Geneset) as a primer. T7 BioArray High Yield RNA Transcript Labeling Kit was used to produce biotinylated cRNA. The mixture (20 μl final volume) was incubated at 37°C for 5 h with gentle mixing every 30 min. Labelled cRNA was purified using a RNeasy Mini Kit (Qiagen) according to the protocol of the manufacturer. Purified cRNA was fragmented into segments of 20-300 nucleotide length by incubation in a fragmentation buffer (100 mM potassium acetate, 30 mM magnesium acetate, 40 mM Tris-acetate pH 8.1) for 20 min at 94°C. The quality of cRNA amplification and cRNA fragmentation was monitored by micro-capillary electrophoresis (Bioanalyser 2100, Agilent Technologies, Mississauga, ON, Canada).

### Microarray hybridization, scanning, and analysis

Fifteen micrograms of fragmented cRNA was hybridized for 16 h at 45°C with constant rotation, using a mouse oligonucleotide array MOE430 2.0 (Genechip, Affymetrix, Santa Clara, CA). After hybridization, chips were processed by using the Affymetrix GeneChip Fluidic Station 450 (protocol EukGE-WS2v5_450). Staining was made with streptavidin-conjugated phycoerythrin (SAPE; Molecular Probes), followed by amplification with a biotinylated anti-streptavidin antibody (Vector Laboratories), and by a second round of SAPE. Chips were scanned using a GeneChip Scanner 3000 G7 (Affymetrix) enabled for High-Resolution Scanning. Images were extracted with the GeneChip Operating Software (Affymetrix GCOS v1.4). Quality control of microarray chips was performed using the AffyQCReport software [17]. A comparable quality between microarrays was demanded for all microarrays within each experiment.

The MOE430 2.0 microarray provides coverage of over 45,000 probe sets corresponding to about 39,000 transcripts and variants. The probe sets were selected from sequences derived from GenBank, dbEST and RefSeq. The sequence clusters were created from the UniGene database (Build 107, June 2002) and then refined by analysis and comparison with the publicly available draft assembly of the mouse genome from the Whitehead Institute Center for Genome Research (MSCG, April 2002). Data sets have been deposited in GEO (GSE18135). 

### Statistical analysis

The background subtraction and normalization of probe set intensities was performed using the Robust Multiarray Analysis (RMA) method described by Irizarry et al. [18]. To identify differentially expressed genes, gene expression intensities were compared using a moderated *t*-test and a Bayes smoothing approach developed for a low number of replicates [19]. To correct for the effect of multiple testing, the false discovery rate was estimated from *p *values derived from the moderated *t*-test statistics [20]. The analysis was performed using the affylmGUI Graphical User Interface for the limma microarray package [21].

## Results

Fetal lung gene expression was compared at both GD17 and GD18 between males and females (17 f *vs*. 17 m and 18 f *vs*. 18 m) and between males and flutamide-treated males (17 m *vs*. 17 flut and 18 m *vs*. 18 flut) (Fig. 1). 

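Each array was hybridized with lung RNA pooled from 3 fetuses of distinct litters, with 3 pools of males, 3 of females and 3 of flutamide-treated males at GD17 and the same at GD18, 18 arrays in all. Flutamide, which blocks the androgen receptor, was injected into the dam at 1 mg per day. The authors deposited an RMA-normalized intensity for each probe set and pool on a linear scale, and its log2 was taken here. Of 45101 probe sets, the 64 AFFX controls were left out and the other 45037 were tested with limma in a model of the 6 groups with 12 residual degrees of freedom. A probe set with a Benjamini-Hochberg adjusted p under 0.05 within a comparison is called higher or lower. Differences are log2 values of the first-named group minus the second-named, with the standard error of the model. A gene symbol was found for 34945 probe sets in an annotation of 2016, while 932 carried several symbols and 9160 none. The number of arrays limits the precision of every value. Xist, the RNA that coats the inactive X chromosome, was at 8.08 ± 0.12 (SD, n = 3 pools) in males and 12.42 ± 0.09 (SD, n = 3) in females at GD18. In pool 3 of the flutamide-treated males at GD18 Xist was at 11.95, against 8.15 and 8.08 in the other 2 pools, and the Y-linked genes Eif2s3y, Kdm5d and Uty were at 42.5%, 40.5% and 40.7% of the level of males. At GD17, genes of the exocrine pancreas were higher by a median of 3.2 in female pools 2 and 3 and male pool 3 than in the other 3 vehicle pools. In male pool 3 of GD18, genes of the liver were higher by a median of 3.8 than in male pools 1 and 2, and the spiked control RNAs gave a 5' minus 3' value of -2.82, against -1.4 and -1.45.

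**Figure D1:**
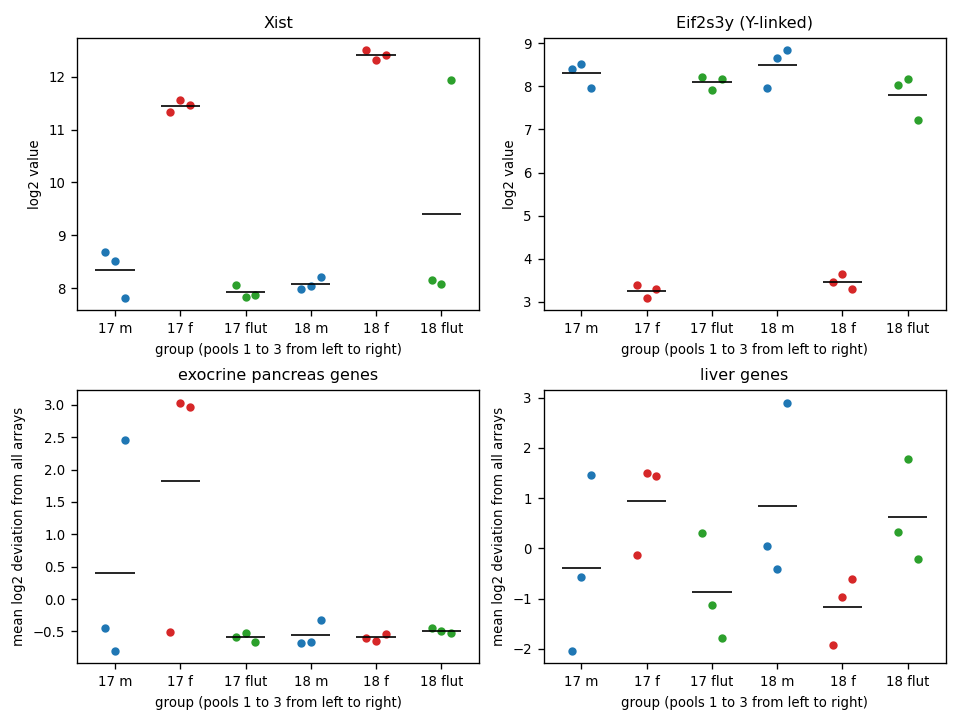
Log2 signal of Xist and of the Y-linked gene Eif2s3y, and mean log2 signal of exocrine pancreas and liver genes, for each of the 18 pools, 3 per group. Each point is a pool, and pool 3 of the flutamide-treated males at GD18 has Xist at 11.95.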

Analysis indicates that more than twice of the genes were expressed with a sexual difference at GD17 than at GD18 (1844 *vs*. 833) while flutamide modulated the expression level of a comparable number of genes at GD17 and GD18 (1597 and 1775, respectively). 

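The largest sex differences at GD17 lay in sex-linked genes, with Eif2s3y, a Y-linked subunit of a translation initiation factor, higher in males by 5.03 (standard error 0.24, adjusted p = 4.9e-09). Among autosomal genes, the imprinted noncoding RNA Kcnq1ot1 was higher in males by 1.10 in the probe set that differed most (standard error 0.21, adjusted p = 0.0061) and by 0.45 in that of highest signal, and Crct1, a gene of the cornified envelope of squamous epithelium, was lower in males by a log2 difference of -2.51 (standard error 0.65, adjusted p = 0.038). Crct1 was at 8.65 and 8.78 in female pools 2 and 3, which were high in squamous genes, and at 5.41 in female pool 1, near the males at 5.11 ± 0.35 (SD, n = 3), among which pool 3, also high in squamous genes, was at 5.32. At GD18, the mitotic kinesin Cenpe was higher in males than in females by 1.29 (standard error 0.13, adjusted p = 1.4e-04), and by 1.03 in its probe set of highest signal. In all, 1845 probe sets were called between males and females at GD17 and 834 at GD18. With array weights the counts were 3535 and 4794, and with 1 probe set per gene 142 and 352, the larger number falling at GD18 in each case. The larger number stayed at GD17 with median-centred arrays (1820 and 938), a further quantile normalization (1707 and 853) and cyclic loess (1824 and 807). It also stayed there with probe sets at or above the median level (1746 and 1436) and with a replicate block (1727 and 597). Between males and flutamide-treated males, 1600 probe sets were called at GD17 and 1777 at GD18. The median size of a called difference ranged from 0.42 at GD18 with flutamide to 0.50 between the sexes at GD17. Of all probe sets tested, 22.7% had no overlap between the 3 male and the 3 female pools of GD17. With the 3 GD17 pools high in pancreas genes left out, the larger number fell at GD18, but that fit leaves a single female pool at GD17. With an indicator of these pools in the model, 1326 probe sets were called between the sexes at GD17 and 892 at GD18. With 1 pool of the groups compared left out at a time, the counts at GD17 ran from 1028 to 2186 for sex and from 411 to 1852 for flutamide. At GD18 they ran from 187 to 2970 for sex and from 854 to 2990 for flutamide. All arrays share the variance of the model. Without pool 3 of the males and of the flutamide-treated males of GD18, the GD17 counts were 2754 for sex and 3590 for flutamide, outside these ranges. The GD18 counts were then 2651 and 1901, within them.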

There was a substantial overlap between the genes expressed with sexual dimorphism and those affected by flutamide (590 at GD17 and 428 at GD18). In addition, 306 genes showed sexual difference at both GD17 and GD18 and 321 genes were modulated by flutamide at both studied gestational ages. 

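Genes of the extracellular matrix were among those higher in males than in both other groups at GD17. Col5a1, which encodes a chain of type V collagen, was higher by 0.30 than in females (standard error 0.07, adjusted p = 0.016) and by 0.49 than in flutamide-treated males (standard error 0.07, adjusted p = 0.0017). Postn, which encodes the matrix protein periostin, was higher by 0.30 and 0.28 (adjusted p = 0.0099 and 0.024). At GD18, Mki67, which marks dividing cells, was higher in males than in both groups. At GD17, 591 probe sets were called in both comparisons, 572 of them higher and 19 lower in males. If the calls of the comparisons were independent, 36.9 and 2.83 would be expected. At GD18, 427 probe sets were shared, 343 higher in males, where 15.9 would be expected, and 84 lower, where 2.5 would be expected. No shared probe set differed in direction on either day. Both comparisons of a day use the same 3 male pools, and values simulated with shared males and no effect gave a correlation across probe sets of 0.49 at GD17, against 0.26 in the data, and of 0.50 at GD18, against 0.62. The covariance was 0.0117 at GD17 and 0.0246 at GD18, against 0.00872 and 0.00875 in the simulations, which had an average of 0 shared calls. With no effect simulated, hardly any probe set would be called in either comparison. The 0 thus does not show how many shared calls come from the shared males. Part of the excess may come from the shared males, since 3 pools cannot be split into separate control sets of at least 2. With 1 pool left out at a time, the shared count ran from 227 to 780 at GD17 and from 103 to 1384 at GD18.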

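Baz2b, which encodes a chromatin-binding bromodomain protein, was higher in males than in females at GD17 by 0.86 (standard error 0.14, adjusted p = 0.0016) and lower in males at GD18 by a log2 difference of -0.82 (standard error 0.14, adjusted p = 0.008). Both values come from the same probe set, and the Baz2b probe set with the highest signal was called on neither day. In 307 probe sets called between the sexes on both days, 53 were higher in males on both, 5 were lower on both, 235 were higher at GD17 and lower at GD18, and 14 changed the other way. Under independence 12.3 would be expected to be higher and then lower. Of the 235, 156 (66.4%) did not carry 1 gene symbol. For flutamide, 321 probe sets were called on both days, 278 higher in males on both, where 32.9 would be expected, 25 lower on both, where 4.23 would be expected, and 18 higher and then lower, where 7.53 would be expected. Akap9, a scaffold protein of the centrosome and Golgi apparatus, was among those higher in males than in flutamide-treated males on both days, by 0.43 and 0.59 in its probe set of highest signal. Leaving out the 3 GD17 pools high in pancreas genes gave 125 probe sets with a sex difference on both days, and with 1 pool left out at a time the count ran from 93 to 623 for sex and from 88 to 833 for flutamide.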

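The nuclear RNA Kcnq1ot1 was higher in males by 1.14 and 1.34 than in flutamide-treated males at GD17 and GD18 in the probe set called in all 4 comparisons, and in its probe set of highest signal by 0.47 at GD17, with 0.13 at GD18 not passing. In all, 54 probe sets were called in the 4 comparisons, of which 36 were higher in males in every comparison and 18 were higher in males at GD17 and lower at GD18. No probe set was lower in males in all 4. Symbols were found for 32 of the 54 probe sets, covering 31 genes. With 1 pool left out at a time the count ran from 9 to 112.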

Finally, 54 genes showed expression modulation in all the four comparison protocols. In order to assess the validity of the microarrays, we achieved real-time quantitative PCR for a few genes randomly selected among those presenting sexual difference and/or flutamide sensitivity by using cDNA from the same experimental groups than those used for microarray experiments. The genes considered for quantitative PCR were cyclin-dependant kinase 6 (Cdk6), nuclear factor I/B (Nfib), pre B-cell leukemia transcription factor 1 (Pbx1), phosphatase and tensin homolog (Pten), sirtuin 1 (Sirt1), and nuclear receptor subfamily 2, group C, member 2 (Nr2c2). In each case, the trend observed by quantitative PCR confirmed the trend observed in microarray results (Fig. 2).

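On the arrays, the transcription factor gene Nfib was higher in males than in females at GD17 by 0.66 (standard error 0.13, adjusted p = 0.0074) and lower in males at GD18 by a log2 difference of -0.62 (adjusted p = 0.026) in the same probe set. The Nfib probe set with the highest signal differed by 0.15 (adjusted p = 0.35) at GD17 and 0.09 (adjusted p = 0.68) at GD18. Nr2c2, a nuclear receptor gene, was higher in males at GD17 by 0.65 (standard error 0.10, adjusted p = 0.0015) than in females and by 0.57 (adjusted p = 0.0092) than in flutamide-treated males, in a probe set with a mean log2 signal of 4.93 ± 0.23 (SD, n = 3) in males. In its probe set with the highest signal, at 10.12 ± 0.05 (SD, n = 3), Nr2c2 differed by 0.09 and -0.03 and was not called. Cdk6, a kinase gene of the cell cycle, differed by 0.15 between males and females at GD17 (adjusted p = 0.28) and by 0.07 at GD18 (adjusted p = 0.75). Sirt1, a deacetylase gene, differed by 0.00 and 0.12 (adjusted p = 0.99 and 0.54).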

**Figure 1:**
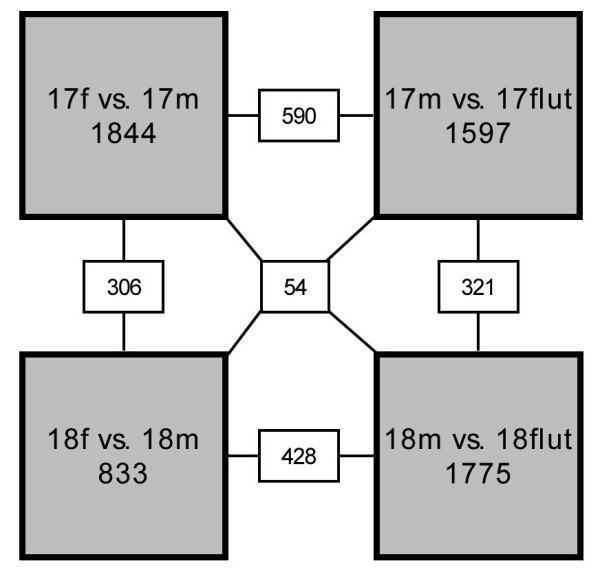
**Overview of microarray results obtained from fetal mouse lungs**. Gene expression levels were compared at both GD17 and GD18 in males versus females (17 f *vs*. 17 m and 18 f *vs*. 18 m) as well as in males versus flutamide-treated males (17 m *vs*. 17 flut and 18 m *vs*. 18 flut). The number of genes differentially expressed for each comparison appears in grey boxes. White boxes contain the number of differentially expressed genes shared by comparisons to which they are connected. Flut: flutamide treated males, m: males, f: females.

**Figure 2:**
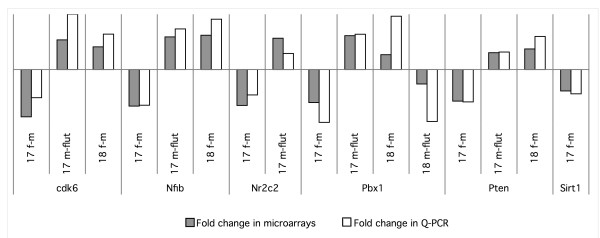
**Microarray validation by quantitative real-time PCR (Q-PCR)**. Q-PCR were achieved for six genes randomly selected among those for which microarrays reveal a sexual difference and/or flutamide sensitivity: cyclin-dependant kinase 6 (Cdk6), nuclear factor I/B (Nfib), pre B-cell leukemia transcription factor 1 (Pbx1), phosphatase and tensin homolog (Pten), sirtuin 1 (Sirt1), and nuclear receptor subfamily 2, group C, member 2 (Nr2c2). Gene expression data are shown as a relative fold-change of the second experimental group over the first experimental group in each comparison. Genes showing increased expression in male (m) compared to female (f) or in male (m) compared to flutamide treated male (flut) are placed above the axis and those with decreased expression below the axis.

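At GD17, genes of the extracellular matrix and of RNA splicing were among those higher in males. Of 21 fibroblast and matrix genes listed before the data were seen, 6 were higher in males than in females, including Col6a1 (0.29, adjusted p = 0.02) and Col6a3 (0.31, adjusted p = 0.033), none was lower and 15 did not pass the test (11 higher when adjusted over the list alone). Of 25 splicing factors, 3 were higher, Luc7l2 by 0.56, Rbm39 by 0.52 and Rbm25 by 0.57, and none was lower (5 higher when adjusted over the list alone). Of 16 erythroid genes, the embryonic globin Hbb-bh1 was lower in males by a log2 difference of -0.60 and none was higher (4 lower when adjusted over the list alone). The erythroid scores were 0.88 and 0.84 in female pools 2 and 3 and 0.54 in male pool 3, all high in pancreas genes. They were 0.34 in female pool 1 and -0.19 and -0.24 in male pools 1 and 2. Over all 46 lists and 8 comparisons, the shift of the matrix list had an adjusted p of 1.0e-15 with a preset correlation of 0.01, and an adjusted p = 0.051 with an estimated correlation. No list of any comparison kept its call with an estimated correlation. That included the Y-linked list between the sexes (median 2.34 at GD17 and 2.26 at GD18, adjusted p = 0.051 and 0.16). It also included the surfactant protein genes from GD17 to GD18, all 4 of which rose in both sexes. A list that did not pass with an estimated correlation may thus still have shifted. At GD18, dividing-cell genes were among those higher in males. Of 31 cell cycle genes, 7 were higher in males than in females, none was lower and 24 did not pass (19 higher when adjusted over the list alone). Among 20 genes of cholesterol synthesis, Idi1 and Hmgcs1 were higher and none was lower (9 higher when adjusted over the list alone).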

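Of the probe sets called between the sexes, 1623 of 1845 (88.0%) were higher in males at GD17 and 494 of 834 (59.2%) at GD18. Genes with a symbol and probe sets without 1 symbol differed in this share. At GD17, 668 probe sets with 1 symbol were higher in males and 206 lower (76.4% higher), against 955 and 16 (98.4% higher) among those without. At GD18, 436 were higher and 141 lower (75.6% higher) with 1 symbol, against 58 and 199 (22.6% higher) without. Of the 1623 probe sets higher in males at GD17, 58.8% did not carry 1 symbol. Among the 530 genes with a probe set higher in males at GD17, 169 were called through the probe set with the highest signal of the gene and 361 (68.1%) only through another. With arrays centred on their medians, 77.1% of calls were higher in males at GD17 and 68% at GD18. With quantile normalization applied again and with cyclic loess, 49.9% and 48.1% were higher in males at GD18. Array weights gave 66% at GD18, and probe sets at or above the median level 65%.

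**Figure D2:**
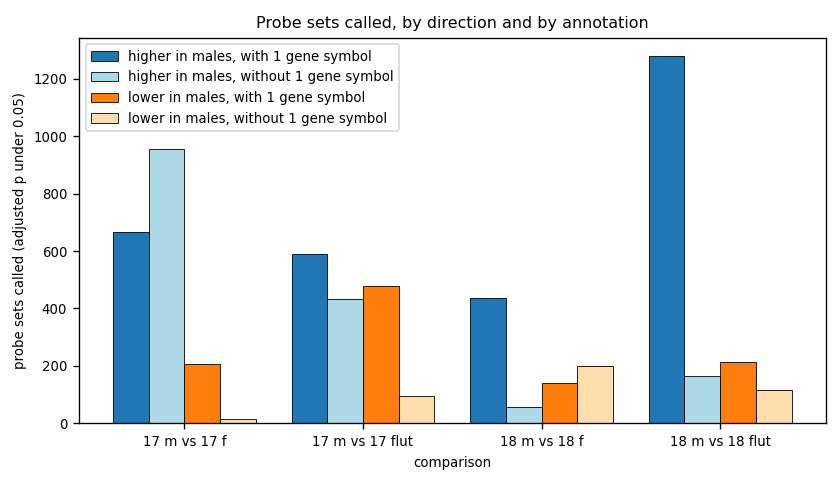
Number of probe sets called higher and lower in males in each of the 4 comparisons, with bars for probe sets with 1 gene symbol and for those without. At GD17, 955 probe sets without 1 symbol were higher in males than in females, and at GD18 there were 58.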

At GD17, 88% of the genes expressed with a sexual difference were more highly expressed in male lungs than in female lungs and this proportion decreased to 59% at GD18 (Fig. 3). Among the 1597 genes significantly modulated at transcriptional level by flutamide at GD17, 36% were up-regulated and 64% were down-regulated. This tendency is amplified at GD18 where only 19% of the modulated genes were transcriptionally up-regulated by flutamide while 81% were down-regulated.

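Some genes of the distal and airway epithelium were higher in flutamide-treated males than in males at GD17. Scgb1a1, the secretoglobin of club cells, was at 6.71 ± 0.91 (SD, n = 3) in males and 8.44 ± 0.37 (SD, n = 3) in flutamide-treated males, a 3.33-fold difference (standard error of the log2 value 0.37, adjusted p = 0.019). Slc34a2, the phosphate transporter of alveolar type II cells, was higher in flutamide-treated males 2.33-fold (adjusted p = 0.045), and Napsa, a protease that processes surfactant protein B, 1.80-fold (adjusted p = 0.036). Of 21 genes of alveolar type II cells, 6 were lower in males than in flutamide-treated males, none was higher and 15 did not pass the test (12 lower when adjusted over the list alone). Of 14 genes of ciliated cells, 3 were lower in males and none was higher (8 lower when adjusted over the list alone). The type II list had an adjusted p of 1.1e-05 with the preset correlation and an adjusted p = 0.41 with an estimated correlation. Its scores were -1.09, -0.71 and -1.15 in male pools 1, 2 and 3 and -0.49, -0.69 and -0.59 with flutamide, so that male pool 2 was near the flutamide pools, and male pool 3 is among those high in pancreas genes. On the other side, flutamide lowered the collagen gene Col1a1, which was higher in males by 0.52 (adjusted p = 0.0045), and Kif20b, a mitotic kinesin, which was higher in males by 1.21 (standard error 0.17, adjusted p = 0.0021), and by 0.85 in its probe set of highest signal. In all, 575 probe sets (35.9%) were higher in flutamide-treated males and 1025 (64.1%) lower. With probe sets of an unadjusted p under 0.05 taken instead, 43.2% were higher in males, and with 1 probe set per gene 40.3% were.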

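At GD18, genes of cell division were among those lowered by flutamide. Kif20b was at 5.77 ± 0.06 (SD, n = 3) in males and 3.72 ± 0.20 (SD, n = 3) in flutamide-treated males, a 4.14-fold difference (adjusted p = 6.6e-06), and 2.80-fold in its probe set of highest signal. Smc2 and Knl1, which encode a condensin and a kinetochore protein, were both higher in males by 1.39 in the probe sets that differed most, and by 0.79 and 1.16 in those of highest signal. Of 25 splicing factors, 5 were higher in males than in flutamide-treated males, led by Luc7l3 at 0.54, and none was lower. Adjusted over the list alone, 7 were higher and 1 was lower. The largest differences on the flutamide side were in single probe sets of Exoc5, which encodes a part of the exocyst (-1.13), and of Zdhhc20, a palmitoyltransferase gene (-0.77). In the probe sets of highest signal, Exoc5 was higher in males by 0.45 (adjusted p = 0.0089) and Zdhhc20 differed by 0.08 without a call. Of 21 genes of fatty acid synthesis, Scd2 (-0.31, adjusted p = 0.012) and Acss2 (-0.49, adjusted p = 0.036) were higher with flutamide, while Elovl6, an elongase gene, was higher in males. In all, 331 probe sets (18.6%) were higher in flutamide-treated males and 1446 (81.4%) lower. Among probe sets with 1 gene symbol 1280 were higher in males and 214 lower.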

**Figure 3:**
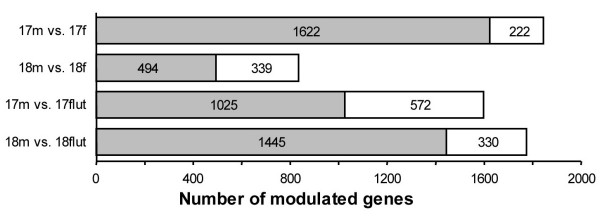
**Modulation of fetal pulmonary gene expression by sex and antiandrogen treatment**. Grey boxes contain the number of genes highly expressed in male fetal lungs harvested at GD17 or GD18 (17 m and 18 m) when compared with timely corresponding female fetal lungs (17 f and 18 f) or flutamide-treated male fetal lungs (17 flut and 18 flut). Numbers within white boxes represent the number of genes for which the expression is lower in male fetal lungs than in the compared group. Flut: flutamide treated males, m: males, f: females.

Genes showing expression modulation by sex and/or antiandrogen treatment were analyzed by using the Gene Ontology website http://www.geneontology.org in order to delineate to which biological processes and/or molecular functions they are associated. In accordance with the scope of this study, focus was placed on genes related to surfactant production and regulation, pulmonary development and physiology, lipid processing, and androgen receptor (AR) signalling (Fig. 4). Surprisingly, a relatively low number of genes related to these processes showed sexual difference and/or flutamide sensitivity, except for cellular lipid metabolic process. Indeed, 23 and 12 genes related to this biological process were expressed with a sex difference at GD17 and GD18, respectively, and 29 and 27 genes were affected by flutamide treatment at these gestational ages.

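In 4 lists of lipid genes fixed before the data were seen, few members passed the test in the probe set of highest signal, to which the counts of genes here are limited. Chka, which encodes choline kinase, was the only gene of 21 in phosphatidylcholine synthesis called in that probe set between the sexes at GD17, and none was at GD18. None of 24 genes of sphingolipid metabolism and none of 21 genes of fatty acid synthesis was called in that probe set between the sexes at GD17. In other probe sets Lpin2 was higher and Sgpp1 lower in males than in females at GD17. Of 20 genes of cholesterol synthesis, none passed at GD17 (3 lower in males when adjusted over the list alone), with Ebp lowest in p at -0.25 (adjusted p = 0.082), and at GD18 Idi1 was higher in males by 0.52 and Hmgcs1 by 0.29, beside Elovl6 of the fatty acid list. With flutamide at GD17, Lpcat1 was the only phosphatidylcholine gene called in the probe set of highest signal, Chka being called in another, and no gene of fatty acid, cholesterol or sphingolipid synthesis was. With flutamide at GD18, the ceramide synthase gene Cers2 (-0.27, adjusted p = 0.033) and the sphingomyelin synthase gene Sgms1 (-0.28, adjusted p = 0.048) were lower in males, and 3 genes of fatty acid synthesis and 1 of cholesterol synthesis were called. The cholesterol list as a whole was lower in males than in females at GD17 (median -0.18, adjusted p = 0.0043 with the preset correlation) and higher at GD18 (median 0.29, adjusted p = 5.8e-07). With an estimated correlation these were an adjusted p = 0.49 and an adjusted p = 0.28. At GD17 the scores of the list were 0.15 in female pool 1, within the males (0.10 to 0.18), and 0.34 and 0.39 in female pools 2 and 3, which are high in pancreas genes.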

**Figure 4:**
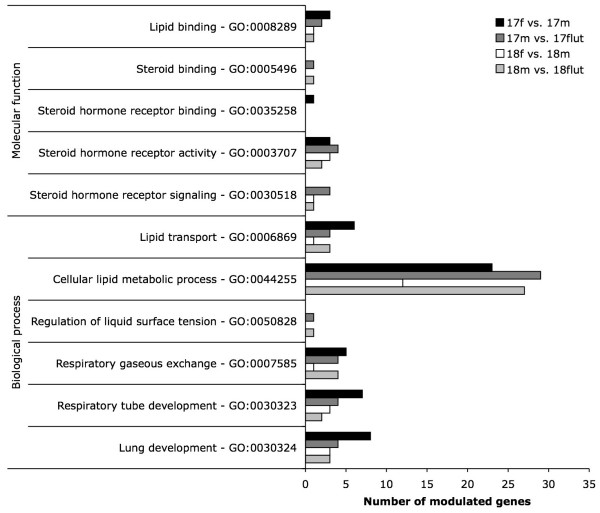
**Profile of biological processes and molecular functions of genes transcriptionally modulated by sex and antiandrogen treatment**. Modulated genes were analyzed on Gene Ontology website www.geneontology.org and results were reported for genes included within categories (GO:category number) related to surfactant production and regulation, pulmonary development and physiology, lipid processing, and androgen receptor signalling. Flut: flutamide treated males, m: males, f: females.

The subset of genes presenting sex difference and being affected by flutamide at the same gestational age (590 at GD17, 428 at GD18) were regrouped in accordance with their pattern of relative pulmonary expression level among experimental groups (Table 1). For the majority of those genes, the expression level was higher in males than in females (571 at GD17 and 344 at GD18; summation of genes with expression patterns #2 and #5). However, at GD18 the proportion of genes highly expressed in females represents about 20% (84 genes; expression patterns #3 and #4) of the total genes whereas at GD17 it counts for only 3% (19 genes; expression patterns #3 and #4). Some of those genes are related to lipid processing, hormones, and lung function. 

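Of the 591 probe sets called in both comparisons at GD17, 361 followed the order males, flutamide-treated males, females from high to low, and 211 the order males, females, flutamide-treated males. Ext1, which encodes an enzyme of heparan sulfate synthesis, was at 7.86 ± 0.17 (SD, n = 3) in males, 7.28 ± 0.03 (SD, n = 3) in flutamide-treated males and 7.18 ± 0.10 (SD, n = 3) in females. In the Ext1 probe set of highest signal, males were below females, without a call. At GD18 the counts of these 2 orders were 91 and 252. Kif20b followed the second, at 4.61 ± 0.19 (SD, n = 3) in females in the probe set that differed most, and at 6.57, 5.60 and 5.08 in males, females and flutamide-treated males in that of highest signal. Leaving out the 3 GD17 pools high in pancreas genes gave 241 probe sets highest in males at that day. With 1 pool left out at a time, probe sets highest in males ran from 218 to 749 at GD17 and from 71 to 1149 at GD18. The first order ran from 108 to 506 and the second from 86 to 243 at GD17. Without pool 1 of the flutamide-treated males of GD17 the first was at 108, and the second was the larger. At GD18 these 2 orders ran from 11 to 517 and from 53 to 632.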

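Ggt5, a gamma-glutamyl transferase gene, was lowest in males at GD17, at 5.17 ± 0.12 (SD, n = 3), against 5.52 ± 0.03 (SD, n = 3) in females and 5.56 ± 0.13 (SD, n = 3) in flutamide-treated males, while its probe set of highest signal was called in neither comparison. Nedd4l, a ubiquitin ligase gene, was lower in males at GD18 than in females by a log2 difference of -0.79 and than in flutamide-treated males by -0.58, against -0.26 and -0.14, without a call, in its probe set of highest signal. Shared calls lowest in males were 3.21% of the 591 at GD17, with 12 probe sets highest in females and 7 highest in flutamide-treated males. At GD18 they were 19.7% of 427, with 64 probe sets highest in females and 20 highest in flutamide-treated males. With 1 pool left out at a time, the last 2 counts ran from 23 to 139 and from 1 to 96. Those of GD17 ran from 0 to 13 and from 1 to 20. Sik1, a kinase gene, was also lower in males than in both groups at GD18, though not in its probe set of highest signal (-0.31 and -0.20).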

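At GD17, Ncam1, a cell adhesion gene, was higher in males than in females by 0.80 (standard error 0.18, adjusted p = 0.019) and than in flutamide-treated males by 0.89 (adjusted p = 0.017), and in its probe set of highest signal by 0.45 than in the latter, with 0.23 between the sexes not called. Hadhb, which encodes an enzyme of fatty acid oxidation, was higher in males by 0.46 and 0.34 in a probe set at 8.01 ± 0.03 (SD, n = 3) in males, and differed by -0.17 and -0.08, without a call, in the Hadhb probe set of highest signal, at 10.53 ± 0.05 (SD, n = 3). Sgpp1, which encodes a phosphatase of sphingosine 1-phosphate, was lower in males by a log2 difference of -0.29 in both comparisons (adjusted p = 0.036 and 0.044), and in its probe set of highest signal it was not called (-0.23 and -0.18). Gpc6, a glypican gene, was higher in males than in flutamide-treated males by 0.63 (adjusted p = 0.012), though not in its probe set of highest signal (0.30), and was not called between the sexes. Foxp1, a transcription factor gene of the airway epithelium, was lower in males than in flutamide-treated males (-0.32, adjusted p = 0.046). Hsd17b12, Glcci1, Prkca, Nr6a1, Pbx3 and Kif1b were called in neither comparison.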

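At GD18, Rock1, a kinase gene of the actin cytoskeleton, was higher in males by 0.72 (standard error 0.15, adjusted p = 0.021) than in females and by 1.49 (standard error 0.18, adjusted p = 1.5e-04) than in flutamide-treated males in the probe sets that differed most, and in that of highest signal by 0.94 than in flutamide-treated males, with 0.44 between the sexes not called. Elovl6 was higher by 0.58 (adjusted p = 0.035) and 0.53 (adjusted p = 0.03), and Idi1, an enzyme gene of isoprenoid synthesis, by 0.35 (adjusted p = 0.031) against flutamide-treated males. Crls1, the cardiolipin synthase gene, was higher by 0.26 (adjusted p = 0.048) and 0.33 (adjusted p = 0.0072). Nr5a2, a nuclear receptor gene, was higher by 0.41 in both comparisons, and in its probe set of highest signal by 0.52 than in flutamide-treated males, with 0.31 between the sexes not called. Pikfyve, a phosphoinositide kinase gene, was lower in males by log2 differences of -0.45 and -0.41, and differed by 0.07 and 0.22, without a call, in its probe set of highest signal. Osbpl9 and Fut8 were called in neither comparison. Of the 24 genes of Table 2 with 1 probe set per gene, 6 were higher in males than in flutamide-treated males at GD18, none was lower and 18 did not pass (9 higher when adjusted over the list alone). The study chose these genes on the same samples, so the list is not independent evidence. The calls of Elovl6 and Pikfyve ended without male pool 3 of GD18 in the comparison with flutamide-treated males.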

Since they represent potential important players in the action of androgens in fetal lung development, they are specifically presented in Table 2.

**Table 1:** Expression patterns of genes transcriptionally modulated by sex and antiandrogen treatment within fetal lung

Expression pattern	Relative expression level among groups^1^	Number of genes	
		GD17^2^	GD18
#1	flut > m > f	0	0
#2	m > flut > f	359	93
#3	flut > f > m	7	21
#4	f > flut > m	12	63
#5	m > f > flut	212	251
#6	f > m > flut	0	0

^1^Groups are flutamide treated males (flut), males (m), and females (f)

^2^GD = Gestational day

**Table 2:** Genes related to hormones, lipid processing, and lung function that are modulated by sex and antiandrogen treatment

**Biological function**	**Gene symbol**	**Gene name**	**Expression pattern^1^**
**GESTATIONAL DAY 17**			
Steroid	Hsd17b12	Hydroxysteroid (17-beta) dehydrogenase 12	#2 (m > flut > f)
Androgen	Ext1	Exostoses (multiple) 1	#2 (m > flut > f)
Glucocorticoid	Glcci1	Glucocorticoid induced transcript 1	#5 (m > f > flut)
Lipid binding	Prkca	Protein kinase c, alpha	#5 (m > f > flut)
Lipid binding	Ncam1	Neural cell adhesion molecule 1	#5 (m > f > flut)
Lipid binding	Gpc6	Glypican 6	#2 (m > flut > f)
Steroid hormone receptor activity	Nr6a1	Nuclear receptor subfamily 6, group a, member 1	#2 (m > flut > f)
Steroid hormone receptor activity	Nr2c2	Nuclear receptor subfamily 2, group c, member 2	#2 (m > flut > f)
Cellular lipid metabolic process	Sgpp1	Sphingosine-1-phosphate phosphatase 1	#2 (m > flut > f)
Cellular lipid metabolic process	Pbx1	Pre b-cell leukemia transcription factor 1	#5 (m > f > flut)
Cellular lipid metabolic process	Hsd17b12	Hydroxysteroid (17-beta) dehydrogenase 12	#2 (m > flut > f)
Cellular lipid metabolic process	Hadhb	Hydroxyacyl-coenzyme A dehydrogenase/3-ketoacyl-coenzyme A thiolase/enoyl-coenzyme A hydratase (trifunctional protein), beta subunit	#2 (m > flut > f)
Cellular lipid metabolic process	Ggtla1	Gamma-glutamyltransferase-like activity 1	#3 (flut > f > m)
Respiratory gaseous exchange	Pbx3	Pre b-cell leukemia transcription factor 3	#2 (m > flut > f)
Respiratory tube development	Nfib	Nuclear factor i/b	#2 (m > flut > f)
Respiratory tube development	Foxp1	Forkhead box P1	#5 (m > f > flut)
Embryonic development	Kif1b	Kinesin family member 1b	#2 (m > flut > f)
Embryonic development	Ext1	Exostoses (multiple) 1	#2 (m > flut > f)
**GESTATIONAL DAY 18**			
Lipid binding	Rock1	Rho-associated coiled-coil forming kinase 1	#5 (m > f > flut)
Lipid binding	Nr5a2	Nuclear receptor subfamily 5, group a, member 2	#5 (m > f > flut)
Steroid hormone receptor activity	Nr5a2	Nuclear receptor subfamily 5, group a, member 2	#5 (m > f > flut)
Cellular lipid metabolic process	Pip5k3	Phosphatidylinositol-3-phosphate/phosphatidylinositol 5-kinase, type III	#4 (f > flut > m)
Cellular lipid metabolic process	Pbx1	Pre b-cell leukemia transcription factor 1	#4 (f > flut > m)
Cellular lipid metabolic process	Nr5a2	Nuclear receptor subfamily 5, group a, member 2	#5 (m > f > flut)
Cellular lipid metabolic process	Idi1	Isopentenyl-diphosphate delta isomerase	#2 (m > flut > f)
Cellular lipid metabolic process	Elovl6	Elovl family member 6, elongation of long chain fatty acids (yeast)	#2 (m > flut > f)
Cellular lipid metabolic process	Dhcr24	24-dehydrocholesterol reductase	#2 (m > flut > f)
Cellular lipid metabolic process	Crls1	Cardiolipin synthase 1	#5 (m > f > flut)
Lipid transport	Osbpl9	Oxysterol binding protein-like 9	#4 (f > flut > m)
Respiratory gaseous exchange	Fut8	Fucosyltransferase 8	#4 (f > flut > m)
Respiratory tube development	Gli1	Gli-kruppel family member gli1	#2 (m > flut > f)

^1^Genes are situated among their corresponding expression patterns presented in Table 1. Flut: flutamide treated males. m: males. f: females.

In addition to the genes presenting both sex- and flutamide-driven modulations, some others presented either a sex difference or a transcriptional modulation by flutamide treatment at GD17 or GD18. Many of these genes are related to androgen receptor signalling and are more specifically known as co-regulators in the formation of AR complex (Fig. 5). Among these genes, an important proportion was modulated at GD17, the majority of them being more highly expressed in males than in females (Fig. 5A) or than in flutamide-treated males (Fig. 5B). Conversely, only 5 genes were more highly expressed in females than in males (2 at GD17 and 3 at GD18) and only 3 genes were up-regulated within the fetal male lung by flutamide treatment (2 at GD17 and 1 at GD18).

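Among the co-regulators of the androgen receptor, the methyltransferase gene Nsd1 was higher in males than in females at GD17 by 0.54 (adjusted p = 0.0012) and Nrip1, a co-repressor gene, by 0.62 (adjusted p = 0.0088). Atf2, a transcription factor gene, was higher in males by 0.46 than in females and by 0.49 than in flutamide-treated males. Nisch was higher by 0.40 (adjusted p = 0.02) and 0.36 (adjusted p = 0.044), Svil, a supervillin gene, by 0.22 (adjusted p = 0.025) between the sexes, and Pspc1 by 0.45 (adjusted p = 0.033). Med14, a Mediator subunit gene, was higher in males than in flutamide-treated males by 0.35 (adjusted p = 0.038). Cdk6, Crebbp, Ncoa3 and Sirt1 were not called between the sexes at GD17. Of the 25 genes of Fig. 5 taken with the probe set of highest signal, 1 was higher in males than in females at GD17, 2 were lower and 22 did not pass (4 higher and 3 lower when adjusted over the list alone). In the comparison with flutamide-treated males at GD17 none passed (3 higher and 1 lower when adjusted over the list alone). The list was shifted toward males with an adjusted p of 0.0067 against females and an adjusted p = 0.28 with an estimated correlation, and it is not independent evidence, because the study chose it on these samples. In their probe sets of highest signal, Nsd1 (0.08), Nrip1 (0.19), Nisch (0.20), Pspc1 (0.03) and Atf2 (0.01) were not called between the sexes, and Atf2 (-0.06), Nisch (0.02) and Med14 (0.04) were not called with flutamide. The calls of Atf2 between the sexes ended without any of 17 m pools 1, 2 and 3.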

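Gtf2f1, which encodes a subunit of the general transcription factor IIF, was higher in females than in males at GD17 (log2 difference -0.23, adjusted p = 0.039). At GD18 it was higher in males by 0.28 (adjusted p = 0.027). Tcf4 and Cdk6 differed by 0.17 and 0.07 between males and females at GD18 and were not called. Brca2 was higher in males than in females at GD18 by 0.37, and Pa2g4 by 0.54, Hsp90aa1 by 0.44 and Ran by 0.33 in the probe sets that differed most, with 0.21, 0.24 and 0.25, without a call, in those of highest signal. Among genes raised by flutamide at GD17, Egfr, the epidermal growth factor receptor gene, was lower in males by a log2 difference of -0.57 (adjusted p = 0.0028) in a probe set at 4.99 ± 0.08 (SD, n = 3) in males, while its probe set of highest signal, at 8.12 ± 0.07 (SD, n = 3), differed by 0.22 and was not called. Gsn, an actin-severing protein gene, was at -0.45 (adjusted p = 0.041), and at -0.46 without a call in its probe set of highest signal. At GD18, Svil was higher with flutamide (-0.25, adjusted p = 0.012). The chaperone gene Hsp90aa1 was higher in males than in flutamide-treated males at GD18 by 0.73 (adjusted p = 6.3e-05) and by 0.30 in its probe set of highest signal, and Brca2, a gene of DNA repair, by 0.46 (adjusted p = 0.007). Aes, Ncor1 and Hmgb1 were not analysed here.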

**Figure 5:**
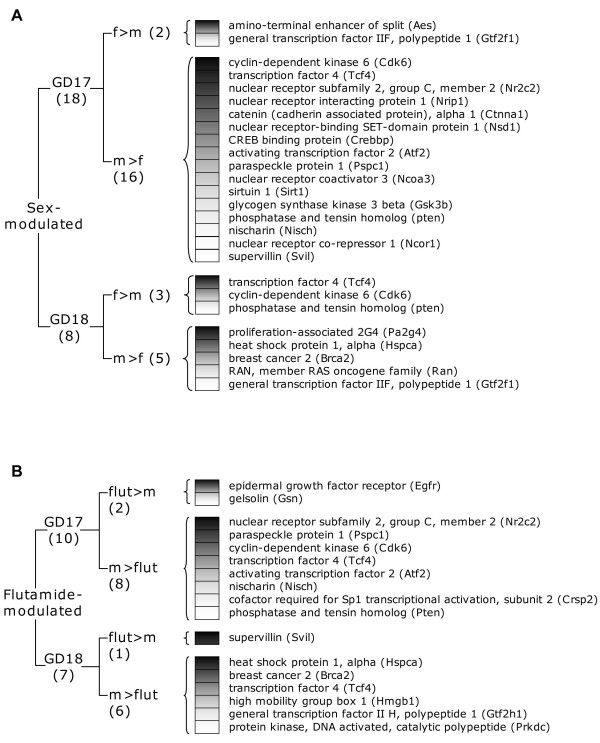
**Genes associated to androgen receptor signalling that are modulated by sex or antiandrogen treatment**. Genes for which the pulmonary expression level is modulated by sex (A) or antiandrogen treatment (B) at GD17 or GD18. The color gradient within boxes represents the relative magnitude in the differential expression level between compared groups; darker is the box, greater is the difference. Flut: flutamide treated males, m: males, f: females.

Several other genes presenting either a sex difference or transcriptional modulation by flutamide treatment at GD17 or GD18 are known to be involved in pulmonary development signalling pathways or in surfactant synthesis or regulation (Table 3). Indeed, our results show that some components of signalling pathways mediating lung development and/or maturation present a transient sex difference in expression, being more highly expressed in males at GD17 but not at GD18. 

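Chka, which encodes choline kinase, had a sex difference at GD18 minus that at GD17 of -0.56 (standard error 0.09, adjusted p = 0.0013 for the interaction). Ctnna1, the alpha-catenin gene, gave -0.89 (adjusted p = 9.6e-04), Gsk3b, a kinase gene of Wnt signalling, -0.64 (adjusted p = 0.0088), and Lpin2, a phosphatidate phosphatase gene, -0.71 (adjusted p = 0.0045), each in the probe set that was higher in males at GD17. In their probe sets of highest signal Ctnna1 (-0.13), Gsk3b (-0.34) and Lpin2 (0.09) did not pass the interaction. For Tgfbr3, the betaglycan gene, the interaction was -0.43 (adjusted p = 0.035). Tsc22d1 gave -0.43 (adjusted p = 0.018) in the probe set called at GD17 and 0.00 in the probe set of highest signal. Bmpr2 was called at GD17 and not at GD18, and its interaction did not pass (-0.29, adjusted p = 0.14). Fgf10, Crebbp, Ltbp1 and Magi1 were called on neither day and did not pass the interaction. Gli1 changed in the other direction (0.59, adjusted p = 0.027). Over all probe sets, 2944 passed the interaction of sex and day, 1163 with a larger male value at GD18 and 1781 with a smaller. The balance turned with median-centred arrays (1806 and 1555), with array weights (3021 and 2816), with probe sets at or above the median level (1670 and 1512) and without male pool 3 of GD18 (2394 and 2313), and was 116 and 890 without the 3 GD17 pools high in pancreas genes. Probe sets with 1 gene symbol gave 1074 and 704, and those without 89 and 1077. With 1 pool left out at a time the count ran from 1813 to 4707.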

Genes related to surfactant synthesis and regulation also showed a sex regulation that seems to be more important at GD17 that at GD18. 

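In whole lists, counted in the probe set of highest signal of each gene, neither lipid list passed the list test between the sexes at GD17. The 24 genes of sphingolipid metabolism had a median difference of -0.08 (adjusted p = 0.32 for the list), with Sgpp2, a sphingosine phosphatase gene, at -0.64 (standard error 0.30, adjusted p = 0.31). Of 21 genes of phosphatidylcholine synthesis, 1 was higher in males, none was lower and 20 did not pass (1 higher and 3 lower when adjusted over the list alone), and the median was -0.05. Lpin3, a phosphatidate phosphatase gene, was at -0.27 (adjusted p = 0.053). Of 14 genes of IGF signalling none was called between the sexes (1 higher when adjusted over the list alone), and the median of 0.02 and the mean of -0.14 differ in sign. At GD18 none of the 24 sphingolipid and none of the 21 phosphatidylcholine genes passed between the sexes. All 34 genes of Table 3 with 1 probe set per gene gave 2 higher in males, 3 lower and 29 not passing at GD17, and 2 higher and none lower at GD18; the study chose them on these samples, so they are not independent evidence.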

More specifically, this sex regulation at GD17 favors high expression level for females for genes involved in sphingolipid synthesis while genes involved in phosphatidyl choline synthesis or in IGF signalling tend to be more highly expressed in male than in female lungs. 

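Sftpb, which encodes surfactant protein B, was at 10.45 ± 0.08 (SD, n = 3) in flutamide-treated males at GD17, 9.96 ± 0.37 (SD, n = 3) in males and 9.89 ± 0.18 (SD, n = 3) in females, and at 11.8 ± 0.12 (SD, n = 3) in females at GD18. The comparison of males with flutamide-treated males did not pass (-0.49, adjusted p = 0.079), and that of flutamide-treated males with females did (0.56, adjusted p = 0.046). Sftpc was at 14.3 ± 0.02 (SD, n = 3) in flutamide-treated males, 14.04 ± 0.18 in males and 13.98 ± 0.06 in females at GD17, and at 14.59 ± 0.05 in females at GD18. It was not called against males (adjusted p = 0.059) and was higher than in females by 0.32 (adjusted p = 0.028). Sftpa1 in its probe set of highest signal was at 9.84 ± 0.19 in flutamide-treated males at GD17 and 11.82 ± 0.13 in females at GD18. The 4 surfactant protein genes together were lower in males than in flutamide-treated males by a median of 0.69 in size, with none called (4 lower when adjusted over the list alone), at an adjusted p of 0.0019 with the preset correlation and an adjusted p = 0.37 with an estimated correlation. The scores of the 4 genes at GD17 were -1.40, -0.83 and -1.64 in male pools 1, 2 and 3 and -0.48, -0.75 and -0.65 with flutamide. Male pool 2 was thus near the flutamide pools, and male pool 3 is among those high in pancreas genes. The calls of Sftpb and Sftpc against females ended without female pool 2 or female pool 3 of GD17.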

Among the surfactant-related genes, surfactant associated proteins A, B, and C were transcriptionally up-regulated by flutamide treatment at GD17, reaching a level comparable to the one of female lungs at GD18.

**Table 3:** Genes associated with pulmonary development or surfactant that are modulated by sex and/or antiandrogen treatment

**Process^1^**	**Symbol**	**Gene name**	**Modulation^2^**
**LUNG DEVELOPMENT REGULATORS**			
Shh signaling	Gli1	GLI-Kruppel family member GLI1	17 m>17 f; 18 m>18 f
Shh signaling	Gli3	GLI-Kruppel family member GLI3	17 m>17 f; 18 m>18 f
FGF signaling	Fgf10	Fibroblast growth factor 10	17 m>17 f
TGF-β Signaling	Tgfbr3	Transforming growth factor, beta re ceptor III	17 m>17 f
TGF-β Signaling	Tsc22d1	TSC22 domain family, member 1	17 m>17 f
TGF-β Signaling	Tgfb2	Transforming growth factor, beta 2	17 flut>17 m
BMP signaling	Bmpr2	Bone morphogenic protein receptor, type II	17 m>17 f; 18 m>18 flut
BMP signaling	Gdf10	Growth differentiation factor 10	17 m>17 flut
BMP signaling	Gdf15	Growth differentiation factor 15	17 flut>17 m
Wnt signaling	Gsk3b	Glycogen synthase kinase 3 beta	17 m>17 f
Wnt signaling	Ctnna1	Catenin (cadherin associated protein), alpha 1	17 m>17 f
Wnt signaling	Tcf4	Transcription factor 4	17 m>17 f
Wnt signaling	Crebbp	CREB binding protein	17 m>17 f
**SURFACTANT RELATED GENES**			
Phosphatidyl cholin synthesis	Lpin2	Lipin 2	17 m>17 f; 18 m>18 f
Phosphatidyl cholin synthesis	Chka	Choline kinase alpha	17 m>17 f; 17 m>17 flut; 18 m>18 f; 18 m>18 flut
Phosphatidyl cholin synthesis	Cds2	CDP-diacylglycerol synthase (phosphatidate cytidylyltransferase) 2	18 flut>18 m
Phosphatidyl cholin synthesis	Aytl2 (Lpcat1)	Lysophosphatidylcholine acyltransferase 1	17 flut>17 m
Sphingolipids synthesis	Mgll	Monoglyceride lipase	17 f>17 m
Sphingolipids synthesis	Aldh9a1	Aldehyde dehydrogenase 9, subfamily A1	17 f>17 m
Sphingolipids synthesis	Pnliprp2	Pancreatic lipase-related protein 2	17 f>17 m
Sphingolipids synthesis	Sgpp1	Sphingosine-1-phosphate phosphatase 1	17 f>17 m
Sphingolipids synthesis	Dusp11	Dual specificity phosphatase 11 (RNA/RNP complex 1-interacting)	17 f>17 m
Sphingolipids synthesis	Crls1	Cardiolipin synthase 1	17 f>17 m; 18 m>18 f
Sphingolipids synthesis	Gba	Glucosidase, beta, acid	17 f>17 m
Surfactant proteins	Sftpa1	Surfactant associated protein A1	17 flut>17 m; 17 flut>17 f; 18 m>17 m; 18 f>17 f
Surfactant proteins	Sftpb	Surfactant associated protein B	17 flut>17 f; 18 m>17 m; 18 f>17 f
Surfactant proteins	Sftpc	Surfactant associated protein C	17 flut>17 f; 18 m>17 m; 18 f>17 f; 18 m>18 flut
Surfactant proteins	Sftpd	Surfactant associated protein D	18 m>17 m; 18 f>17 f
**SURFACTANT REGULATION**			
Miscellaneous regulators	Klf5	Kruppel-like factor 5	17 flut>17 m; 17 flut>17 f
Miscellaneous regulators	Ltbp1	Latent transforming growth factor beta binding protein 1	17 m>17 f
Miscellaneous regulators	Pten	Phosphatase and tensin homolog	17 m>17 f; 17 m>17 flut
Miscellaneous regulators	Magi1	Membrane associated guanylate kinase, WW and PDZ domain containing 1	17 m>17 f
Miscellaneous regulators	Ptges2	Prostaglandin E synthase 2	17 f>17 m
IGF signaling	Igfbp2	Insulin-like growth factor binding protein 2	17 m>17 flut
IGF signaling	Igfbp5	Insulin-like growth factor binding protein 5	17 m>17 flut
IGF signaling	Igf1	Insulin-like growth factor 1	17 m>17 flut
IGF signaling	Igfr2 (Fcgr2b)	Fc receptor, IgG, low affinity IIb	17 m>17 flut

^1^Shh: sonic hedgehog, FGF: fibroblast growth factor, TGF-β: transforming growth factor beta, BMP: bone morphogenetic protein, Wnt: wingless integration site, PC: phosphatidyl choline, IGF: insulin growth factor.

^2^Flut: flutamide treated males, m: males, f: females.

## Discussion

We previously achieved a microarray analysis of the sex difference in fetal mouse lungs at GD15.5, GD16.5, and GD17.5 by using overnight mating [6]. This protocol revealed only 83 genes presenting a sex difference at one or more of the studied time points. The much more larger number of genes showing a sex difference we report here could be explained by the mating window which was reduced to 1 h for the current study. The mouse gestational period is very short (term GD19). Therefore, because the sex difference results from a delay in modulation, the gestation period corresponding to this delay should be very short. As a consequence, overnight mating window previously used may have restrained the amount of genes showing a sex difference. Moreover, in the current study, we also performed microarray analysis of male fetal lungs following flutamide or vehicle (negative control) administration in order to identify genes in the male fetal lung that were directly or indirectly under the control of androgens.

### Androgen receptor interacting genes

The AR, which mediates androgen effects, is a nuclear transcription factor that binds to androgen-responsive elements as well as to co-activators and general transcription factors to control transcription of androgen-regulated genes [22]. As a ligand-dependent transcription factor, the AR is activated by binding to one androgen molecule: testosterone or DHT. AR is present in both male and female lungs [23]. Moreover, in the developing lung, there is active androgen metabolism where androgen synthesis and inactivation take place [23,24] making the lung a candidate organ for direct androgen control. The lack of a functional AR in tissues of the testicular feminized mice (Tfm) is well-documented and no difference was observed in the phosphatidyl choline/sphingomyelin ratio between Tfm males and normal females [8]. In Tfm males, this ratio was not altered by exogenous androgen while it is lowered in the female. This finding strongly indicates that androgen acts to alter fetal lung development via the AR. The formation of AR transcriptional complex requires its functional and structural interaction with several co-regulators [25]. Our results show that, during the period overlapping the surge of surfactant synthesis, there is an obvious difference in AR signalling regulation between male and female lungs. Indeed, the higher androgen concentration occurring in male lungs is accompanied by a notably higher expression level of many co-factors/co-regulators of AR. Moreover, many of them are androgen-regulated, as testify their flutamide-sensitive expression. One of those cofactors, Pten, is particularly interesting while it is able to regulate AR signalling in both direct and indirect manner. 

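A list of 35 androgen receptor co-regulators was made independently of the study and before the data were seen. In its probe set of highest signal, none was called between the sexes on either day (none at GD17 and 2 higher at GD18 when adjusted over the list alone). Flna, which encodes filamin A, was nearest to a call at GD17, at 0.20 (standard error 0.06, adjusted p = 0.077), and Bag1, a co-chaperone gene, was at -0.22 (adjusted p = 0.12). The list had a median of 0.01 at GD17, with an adjusted p of 0.0098 with the preset correlation and an adjusted p = 0.28 with an estimated correlation. Of 16 genes of androgen metabolism and 15 androgen-responsive genes, none was called between the sexes on either day in its probe set of highest signal.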

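Against flutamide-treated males, none of the 35 independently listed co-regulators was called at GD17 in its probe set of highest signal, where the median of -0.01 and the mean of 0.01 differ in sign. At GD18 Ube3a, a ubiquitin ligase gene, was higher in males by 0.64 (adjusted p = 0.0026) and no other passed (3 higher and 2 lower when adjusted over the list alone). Gtf2h1, which encodes a subunit of transcription factor IIH, was higher in males than in flutamide-treated males at GD18 by 0.37 (adjusted p = 0.011) and Prkdc, the DNA-dependent protein kinase gene, by 0.31 (adjusted p = 0.048). Tcf4 was higher in males by 0.50 (adjusted p = 0.019) at GD17 and 0.61 (adjusted p = 0.0035) at GD18 in the probe set that differed most, and in that of highest signal it was called on neither day (0.03 and 0.27). Of the 25 genes of Fig. 5, 5 were higher in males than in flutamide-treated males at GD18, 1 was lower and 19 did not pass (6 higher and 1 lower when adjusted over the list alone). None of the 15 androgen-responsive genes was called with flutamide on either day in the probe set of highest signal.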

Pten interacts directly with AR to suppress androgen-induced AR nuclear translocation and it also regulates AR activity via a PI3K/Akt-dependent pathway [26]. In Drosophila, PTEN was demonstrated to suppress cell growth and G1/S progression by down-regulating the PI3K/Akt pathway and to inhibit the G2/M transition through an alternative mechanism, perhaps involving regulation of the cytoarchitecture [27]. Thus, Pten appears to be an important regulator in the timing of cell proliferation and maturation.

### Lung development regulators

During embryonic and pseudoglandular stages of lung development, sonic hedgehog (Shh) plays an important positive role. Indeed, lack of Shh signalling leads to severe pulmonary hypoplasia [28]. The output of hedgehog signalling is mediated by the modulation of the Gli transcriptional activators and their repressors. The mammalian Gli gene family consists of three members, Gli1, Gli2, and Gli3 [29], which are expressed in the lung mesenchyme during the pseudoglandular stage of development [30]. While Gli1 and Gli2 are transcriptional activators of Shh signalling, Gli3 is a bipotential transcription factor, and the repressor form of Gli3, generated as a result of proteolytic cleavage, is activated in the absence of Shh signalling [31]. As a consequence, we do not know whether the higher expression of Gli3 observed for males in our study tend to increase Shh activation. In contrast, the fact that Gli1expression is also higher in males clearly suggests that Shh signalling should be higher in male than in female developing lungs.

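Gli1, the target and effector of Shh signalling, was at 7.31 ± 0.21 (SD, n = 3) in males and 6.85 ± 0.11 (SD, n = 3) in females at GD18 (difference 0.46, standard error 0.11, adjusted p = 0.037). At GD17 it differed by -0.13 (adjusted p = 0.62). Gli3 was not called, at 0.10 (adjusted p = 0.51) at GD17 and 0.24 (adjusted p = 0.097) at GD18. Of 12 hedgehog genes, only Hhip, an inhibitor that binds Shh, was called between the sexes at GD17 (0.48, adjusted p = 0.019, higher in males), and Shh itself was at 0.19 (adjusted p = 0.18). The list was shifted toward males at GD17 with an adjusted p of 0.0098 and an adjusted p = 0.33 with an estimated correlation. Its scores at GD17 were 0.16, 0.07 and 0.00 in male pools 1, 2 and 3. Male pool 3 thus lay within the females (-0.01 to 0.03). The call of Gli1 ended without male pool 2 or 3, or without any of the female pools, of GD18.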

Some of the signalling components of pulmonary epithelial-mesenchymal interaction, essential for branching morphogenesis, are also more expressed in male than in female lungs, such as Fgf10 and Bmpr2 genes. Members of the fibroblast growth factor (FGF) family and in particular Fgf10 are potent chemotactic signalling molecules. Fgf10 elicits lung budding and branching morphogenesis [32]. Disruption of Fgf10 results in a complete lack of lung parenchyma distal to the trachea [33] and, *in vitro*, Fgf10 alone is both necessary and sufficient for morphogenesis in mesenchyme-free endodermal explants [32]. 

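Fgf10, a growth factor gene of the lung mesenchyme, was at 6.38 ± 0.09 (SD, n = 3) in males and 6.36 ± 0.06 (SD, n = 3) in females at GD17, a difference of 0.02 (standard error 0.11, adjusted p = 0.96). None of 18 genes of FGF signalling was called in its probe set of highest signal between the sexes at GD17 or at GD18, before or after adjustment over the list alone. At GD18 the list was lower in males than in females by a median of -0.09 (adjusted p = 0.012 with the preset correlation, and adjusted p = 0.37 with an estimated correlation).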

Fgf10 shows a sex-dependent expression at GD17 with higher levels in males, suggesting that the FGF10-dependent growth is still continuing in the male lung at this time of gestation. In contrast to FGFs, the role of TGF-β is thought to be inhibitory for embryonic lung branching morphogenesis. Tgfbr3, a TGF-β receptor participating in TGF-β-mediated negative regulation of lung organogenesis [34], is strongly expressed in male lung at GD17. 

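Tgfbr3 was at 10.14 ± 0.13 (SD, n = 3) in males and 9.91 ± 0.09 (SD, n = 3) in females at GD17, a difference of 0.24 (standard error 0.08, adjusted p = 0.13) that did not pass the test. None of 18 genes of TGF-beta signalling was called between the sexes at GD17 in its probe set of highest signal (1 lower in males when adjusted over the list alone), with Tgfb1, a ligand gene, at -0.33 (adjusted p = 0.054). The list median was 0.07, at an adjusted p of 0.008 with the preset correlation and an adjusted p = 0.52 with an estimated correlation. The list scores were -0.07, -0.07 and -0.23 in male pools 1, 2 and 3 of GD17, and -0.19 to -0.15 in the female pools. Male pool 3, which is high in pancreas genes, thus lay below every female pool.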

Another TGF-β-dependent protein involved in differentiation process is Tsc-22. This protein enhances TGF-β-dependent erythroid cell differentiation [35] and modulates Smad activity, which may influence cell differentiation in many different tissues, including the lung. 

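Tsc22d1, which encodes a leucine-zipper protein induced by TGF-beta, was called in a single probe set at GD17. In it the males were at 8.12 ± 0.03 (SD, n = 3) and the females at 7.78 ± 0.07 (SD, n = 3), a difference of 0.34 (standard error 0.07, adjusted p = 0.011). In the probe set of highest signal, at 13.01 ± 0.08 (SD, n = 3) in males, Tsc22d1 differed by -0.03 (adjusted p = 0.84). The call ended without female pool 3 or male pool 2 of GD17.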

Like Tgfbr3, Tsc-22 is more highly expressed in male lungs on GD17. One of TGF-β isoforms, TGF-β2 (coded by mouse Tgfb2 gene) is transcriptionally induced by flutamide treatment at GD17. 

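Tgfb2 was at 9.18 ± 0.19 (SD, n = 3) in males and 9.67 ± 0.05 (SD, n = 3) in flutamide-treated males at GD17 in the probe set that was called (log2 difference -0.49, standard error 0.12, adjusted p = 0.03). In the Tgfb2 probe set of highest signal the difference was -0.13 (adjusted p = 0.48). None of the 18 genes of TGF-beta signalling passed with that choice of probe set. The call ended without any of the 3 flutamide pools of GD17.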

Lungs of the Tgfb2 null mice revealed no gross morphological defects prenatally, but display collapsed conducting airways postnatally [36], so Tgfb2 seems to be essential for the development and maintenance of the respiratory function.

Contrary to Fgf10 and Gli which are expressed in the mesenchyme, Bmp proteins (bone morphogenetic proteins) are expressed in the adjacent pulmonary epithelium. Bmps constitute the largest group of cytokines belonging to the TGF-β superfamily. Originally, they were identified as molecules regulating growth and differentiation of bone and cartilage. However, they also control growth, differentiation, and apoptosis in a diverse number of cell lines, including mesenchymal and epithelial cells, regulating embryogenesis and contributing to the maintenance and repair of adult tissues [37]. Bmp proteins signal through two subtypes of receptors: Bmpr1 and Bmpr2. Bmpr2 is distinguished from other TGF-β superfamily members in that it initiates intracellular signalling in response to the specific ligands Bmp-2, Bmp-4, Bmp-6, Bmp-7, growth and differentiation factor 5 (Gdf-5), and Gdf-6 [38]. 

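Bmpr2, the type II receptor gene, was at 10.81 ± 0.09 (SD, n = 3) in males and 10.47 ± 0.11 (SD, n = 3) in females at GD17, a difference of 0.33 (standard error 0.08, adjusted p = 0.022). At GD18 it was higher in males by 0.31 than in flutamide-treated males (standard error 0.08, adjusted p = 0.037) and by 0.04 than in females (adjusted p = 0.88). The other comparison at GD17, with flutamide-treated males, gave 0.18 (adjusted p = 0.21). The call at GD17 ended without female pool 2 or 3 or male pool 1 or 2, and that at GD18 without any of the flutamide pools.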

We report that Bmpr2 gene is highly expressed in male lungs compared to female lungs at GD17, and compared to flutamide-treated males at GD18. None of the mentioned Bmp or Gdf ligands is regulated according to sex, but Gdf10 and Gdf15 show androgen-responsive expression, being respectively down- and up-regulated by flutamide treatment at GD17. 

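Gdf10 was at 8.21 ± 0.12 (SD, n = 3) in males and 7.70 ± 0.05 (SD, n = 3) in flutamide-treated males at GD17, a difference of 0.51 (standard error 0.10, adjusted p = 0.01). Bmp2, a ligand gene, differed by -0.15 (adjusted p = 0.55) between the sexes at that day. Of 21 genes of BMP signalling in their probe sets of highest signal, Bmpr2 alone was called between the sexes at GD17 and none at GD18, and with flutamide Gdf10 alone was called at GD17. Gdf15 was not analysed here.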

Gdf15 is an important determinant of collecting duct lengthening in mouse, and evidences suggest that it is also involved in development [39]. It was also shown to be regulated during keratinocyte differentiation [40] while Gdf15 mRNA and protein expression patterns correlate with proliferative activity and cellular differentiation during the various stages of normal prostate development [41]. Gdf10 was localized to areas of programmed cell death in the limb where it mediates retinoic receptor signalling [42]. This gene has also putative tumor suppressor functions, being hypermethylated and down-regulated in lung cancers [43]. Therefore, these two Gdf genes seem to be involved in the promotion (Gdf15) or the inhibition (Gdf10) of proliferation and differentiation in fetal lung development.

Other signalling proteins that regulate cell-cell interactions in many embryonic tissues belong to the Wnt (wingless-related) family. Wnts signal through multiple pathways, the most well-characterized being the canonical β-catenin/TCF pathway [44]. In this pathway, secreted Wnt proteins bind to Frizzled receptors on cell membranes, activating Disheveled protein, which in turn inactivates Gsk3. Giving that Gsk3 phosphorylates β-catenin leading to the subsequent degradation of this molecule, its inactivation inhibits phosphorylation of β-catenin. Hypophosphorylation stabilizes β-catenin, which is then transported to the nucleus where it heterodimerizes with members of the TCF family of transcription factors and Creb binding protein (Crebbp) to activate downstream target genes. β-catenin, a central molecule of canonical Wnt signalling, has been shown to localize in the undifferentiated primordial epithelium, differentiating alveolar epithelium, and adjacent mesenchyme [45]. In mouse, β-catenin dependent signalling is essential to the formation of the peripheral airways of the lungs. 

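Gsk3b was higher in males than in females at GD17 by 0.38 (standard error 0.09, adjusted p = 0.03) in a single probe set, at 7.45 ± 0.20 (SD, n = 3) in males. In the Gsk3b probe set of highest signal, at 11.12 ± 0.05 (SD, n = 3), the difference was 0.19 (adjusted p = 0.53). The beta-catenin gene Ctnnb1 differed by 0.09 (standard error 0.05, adjusted p = 0.41), and the alpha-catenin gene Ctnna1 was higher in males by 0.54 (standard error 0.10, adjusted p = 0.0036) in a probe set at 8.38 ± 0.15 (SD, n = 3), but by 0.05 (adjusted p = 0.71) in the probe set of highest signal. Tcf4 differed by 0.23 (adjusted p = 0.42) and Crebbp, a histone acetyltransferase gene, by 0.21 (standard error 0.07, adjusted p = 0.12). None of 30 genes of Wnt signalling was called in its probe set of highest signal between the sexes at GD17, before or after adjustment over the list alone, and the list had an adjusted p of 0.033 and an adjusted p = 0.34 with an estimated correlation. The call of Gsk3b ended without any of the 3 female pools of GD17.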

According to our results, genes encoding for Gsk3, β-catenin, Tcf4, and Crebbp are all more highly expressed in male at GD17, suggesting involvement of these genes in some differentiating processes presenting a temporal delay for one sex.

### Surfactant related genes

Five decades ago, it was already suggested that surfactant deficiency could cause hyaline membrane disease, currently called RDS. This disease of prematurely born infants is due to a lack of surfactant [46]. The surfactant complex is composed by lipids (90%) and proteins (10%) [47]. Among the surfactant lipids, the most abundant (70%) is phosphatidylcholine (PC), principally as dipalmitoylphosphatidylcholine (DPPC). 

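Chka was at 9.29 ± 0.02 (SD, n = 3) in males and 8.98 ± 0.04 (SD, n = 3) in females at GD17, higher in males by 0.32 (standard error 0.06, adjusted p = 0.0086), and at GD18 it differed by -0.25 (adjusted p = 0.062). Lpin2 was higher in males at GD17 by 0.41 (standard error 0.10, adjusted p = 0.021) in a probe set at 5.24 ± 0.08 (SD, n = 3), and differed by -0.08 (adjusted p = 0.74) in its probe set of highest signal, at 8.88 ± 0.03 (SD, n = 3). At GD18 Lpin2 differed by 0.01. The call of Lpin2 ended without any of the 3 female pools of GD17.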

Among the enzymes involved in PC synthesis, we report that lipin 2 (Lpin2) and choline kinase α (Chka) are more highly expressed in male than female lungs. In addition, Chka is more highly expressed in male than in flutamide-treated male. 

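Chka was higher in males than in flutamide-treated males at GD17 by 0.43 (standard error 0.10, adjusted p = 0.026) in a probe set at 8.30 ± 0.17 (SD, n = 3) in males and 7.87 ± 0.06 (SD, n = 3) with flutamide. In the Chka probe set of highest signal the difference was 0.20 (adjusted p = 0.089). At GD18 it was -0.05. The call ended without any of the 3 flutamide pools of GD17.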

The Cds2 gene encoding for the enzyme responsible for CDP-diacylglycerol synthesis does not show a sex difference in expression, while it is up-regulated by flutamide at GD18. 

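Cds2 was lower in males than in flutamide-treated males at GD18, at 7.35 ± 0.02 (SD, n = 3) and 7.68 ± 0.07 (SD, n = 3) in the probe set that was called (log2 difference -0.34, standard error 0.08, adjusted p = 0.023). In the Cds2 probe set of highest signal, at 10.36 ± 0.11 (SD, n = 3) in males, the difference was -0.03 (adjusted p = 0.87) from flutamide-treated males and -0.19 (adjusted p = 0.24) from females. The call ended without flutamide pool 1 or 3, or male pool 1 or 2, of GD18.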

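Lpcat1, the current symbol of Aytl2, encodes the acyltransferase that makes dipalmitoylphosphatidylcholine in type II cells. It was at 12.05 ± 0.03 (SD, n = 3) in flutamide-treated males, 11.69 ± 0.16 (SD, n = 3) in males and 11.68 ± 0.08 (SD, n = 3) in females at GD17. The difference of males from flutamide-treated males was -0.36 (standard error 0.09, adjusted p = 0.035), and that of flutamide-treated males from females was 0.37 (adjusted p = 0.029). From GD17 to GD18 Lpcat1 rose by 0.99 in females and 0.89 in males. The call against males ended without any of the 3 flutamide pools, and that against females when an indicator of the 3 GD17 pools high in pancreas genes was added to the model.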

The main gene responsible for DPPC synthesis, Aytl2, is up-regulated by flutamide at GD17. Thus, the main pathway leading to PC and DPPC synthesis seems to be regulated by an androgen-sensitive mechanism. 

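Mgll, which encodes monoacylglycerol lipase, was lower in males than in females at GD17 by a log2 difference of -0.36 (standard error 0.08, adjusted p = 0.018), and -0.23 (adjusted p = 0.39) in its probe set of highest signal. Aldh9a1, an aldehyde dehydrogenase gene, gave -0.32 (standard error 0.08, adjusted p = 0.036) and -0.28 without a call in its probe set of highest signal, Dusp11, a phosphatase gene, -0.38 (standard error 0.07, adjusted p = 0.0058), and Crls1 -0.26 (standard error 0.06, adjusted p = 0.024). For Dusp11 the probe set of highest signal differed by 0.08 and was not called. Sgpp1 was at 7.06 ± 0.09 (SD, n = 3) in males and 7.35 ± 0.03 (SD, n = 3) in females in the probe set that was called. Pnliprp2, a pancreatic lipase-related gene, was at 4.29 ± 0.35 (SD, n = 3) in males and 5.34 ± 0.82 (SD, n = 3) in females, a difference of -1.05 (standard error 0.27, adjusted p = 0.036) between groups that overlapped. With the 3 GD17 pools high in exocrine pancreas genes left out, which leaves a single female pool, Pnliprp2 differed by -0.31. With an indicator of these pools in the model, Pnliprp2 differed by -0.71 (standard error 0.14, adjusted p = 0.0085). The indicator gives these pools 1 common shift, while the exocrine pancreas score was 3.03 and 2.97 in female pools 2 and 3 and 2.46 in male pool 3. It thus cannot separate organ RNA from a sex difference here. The calls of Mgll and Crls1 ended without female pool 2 or 3, or male pool 2 or 3, of GD17.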

A pathway susceptible to be more active in female than in male lungs on GD17 is sphingolipids synthesis for which genes Mgll, Aldh9a1, Pnliprp2, Sgpp1, Dusp11, Crls1, and Gba are all more strongly expressed in female than in male lungs.

The surfactant proteins play crucial roles in the structure, function, and metabolism of surfactant. Four proteins enter in the composition of surfactant: Sftpa1, Sftpb, Sftpc, and Sftpd (also known as SP-A, SP-B, SP-C, and SP-D, respectively). 

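Sftpd, which encodes surfactant protein D, rose 15.5-fold in males and 17.5-fold in females from GD17 to GD18 (adjusted p = 4.3e-07 and 7.0e-08). Sftpa1 rose 6.86-fold in males and 6.54-fold in females in its probe set of highest signal, Sftpb 2.98-fold and 3.76-fold, and Sftpc 1.45-fold and 1.53-fold, and all passed the test. Of 21 genes of alveolar type II cells, 20 rose in males and 19 in females, including the lipid transporter gene Abca3, and none fell. Between males and females, Sftpa1 differed by -0.16 at GD17 and -0.09 at GD18, Sftpb by 0.07 and -0.26, Sftpc by 0.06 and -0.02, and Sftpd by -0.02 and -0.20, and none passed. Adjusted over the list of the 4 genes alone, none passed between the sexes either.

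**Figure D3:**
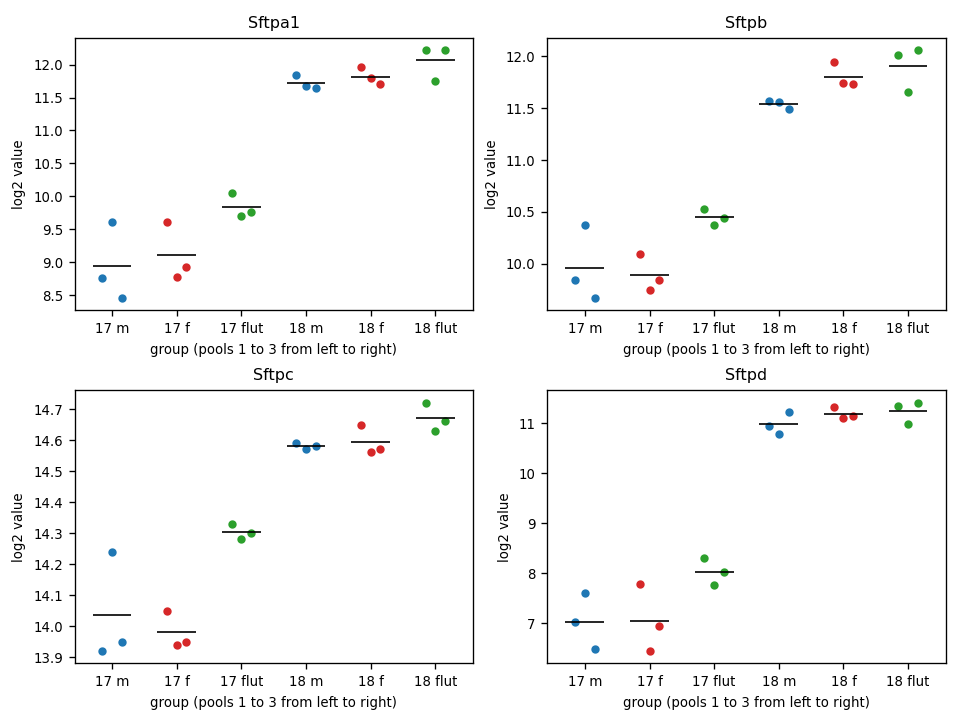
Log2 signal of Sftpa1, Sftpb, Sftpc and Sftpd in each pool of females, males and flutamide-treated males at GD17 and GD18, 3 pools per group. Points are pools and lines are group means, and Sftpd rose from 7.04 to 10.99 in males.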

According to our microarray results, the expression of the four surfactant protein genes increases over time in both male and female lungs, but does not show any significant sexual difference. 

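Of the probe sets of Sftpa1, that with the highest signal gave -0.90 (standard error 0.24, adjusted p = 0.052) between males and flutamide-treated males at GD17, and the other, at 6.84 ± 0.58 (SD, n = 3) in males and 7.95 ± 0.22 (SD, n = 3) in flutamide-treated males, gave -1.11 (standard error 0.27, adjusted p = 0.034). Sftpd was at 7.04 ± 0.56 (SD, n = 3) and 8.03 ± 0.28 (SD, n = 3), a difference of -0.99 (adjusted p = 0.065). At GD18, Sftpc was higher in males than in flutamide-treated males by 0.32 (standard error 0.07, adjusted p = 0.019) in a probe set at 6.46 ± 0.04 (SD, n = 3) in males. In the Sftpc probe set of highest signal, at 14.58 ± 0.01 (SD, n = 3), the difference was -0.09 (adjusted p = 0.57). The call of Sftpa1 ended without any of the 3 flutamide pools of GD17, and that of Sftpc without flutamide pool 1 or 3 of GD18.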

Compared to male lungs, Sftpa1 expression was augmented in flutamide-treated males at GD17, while Sftpc mRNA levels were higher in males than in flutamide-treated males at GD18. Thus, our results cannot totally exclude the participation of androgens in the control of expression of these genes.

Some factors involved in lung morphogenesis are also involved in surfactant synthesis regulation. Kruppel-like factor 5 (Klf5) gene is involved in lamellar body formation, in the stability of DPPC and Sftpb levels in late gestation in mouse, and in lung maturation during the saccular stage of development [48]. 

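Klf5, which encodes a zinc-finger transcription factor, was at 8.21 ± 0.08 (SD, n = 3) in flutamide-treated males, 7.62 ± 0.13 (SD, n = 3) in males and 7.55 ± 0.17 (SD, n = 3) in females at GD17 in the probe set that was called. The difference of males from flutamide-treated males was -0.59 (standard error 0.12, adjusted p = 0.014), and that of flutamide-treated males from females was 0.66 (standard error 0.12, adjusted p = 0.01). In the Klf5 probe set of highest signal, at 9.48 ± 0.05 (SD, n = 3) with flutamide, the differences were -0.10 (adjusted p = 0.57) and 0.18 (adjusted p = 0.27). That probe set of Klf5 rose from GD17 to GD18 by 0.67 in males and 0.97 in females. The call against males ended without flutamide pool 1 or 3, or male pool 1, of GD17, and that against females without flutamide pool 3.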

Klf5 is regulated by androgens since its expression is higher in flutamide-treated male than in male and female at GD17. Klf5 influences paracrine signalling between lung epithelium and mesenchyme, including TGF-β pathway. TGF-β was shown to inhibit expression of Sftpa1, Sftpb, and Sftpc surfactant proteins [49]. TGF-β is produced as a latent complex, which must be activated by cleavage [50]. The latent transforming growth factor-β-binding protein (Ltbp1) has been shown to facilitate secretion of latent TGF-β [51] and to target latent TGF-β to the extracellular matrix for storage [52]. Ltbp1 protein cleavage may provide a mechanism for release of the latent TGF-β from ECM [53]. 

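Ltbp1, which encodes a matrix protein that stores latent TGF-beta, was at 8.53 ± 0.17 (SD, n = 3) in males and 8.43 ± 0.04 (SD, n = 3) in females at GD17, a difference of 0.11 (standard error 0.10, adjusted p = 0.65) in its probe set of highest signal. No probe set that carries the symbol Ltbp1 alone was called. The related Ltbp3 and Ltbp4 differed by 0.18 (adjusted p = 0.28) and 0.20 (adjusted p = 0.25).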

The fact that Ltbp1 is more highly expressed in males suggests that TGF-β pathway activation could be more pronounced in males compared to females. As alleged by others, TGF-β-induced inhibition of endodermal morphogenesis is associated with inhibition of cell proliferation, which is in large part due to increased expression of Pten [54]. Control males expressed Pten at higher levels than females and flutamide-treated males at GD17. However, at GD18, flutamide caused an increase in Pten expression in males, suggesting a switch in the Pten expression peak from male to female at GD18. Pten binds the scaffolding protein Magi-1 [55] which shows a sexual difference with a male prevalence at GD17. 

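Magi1 was at 7.59 ± 0.13 (SD, n = 3) in males and 7.57 ± 0.13 (SD, n = 3) in females at GD17 in its probe set of highest signal, a difference of 0.02 (standard error 0.09, adjusted p = 0.95). No probe set that carries the symbol Magi1 alone was called.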

Magi-1/2/3 proteins are implicated in recruiting Pten to intercellular junctions [56,57] and may play a crucial role in organizing thymoma viral proto-oncogene (AKT) and phosphatidylinositol 3-kinase (PI3K) signalling complexes that control cell growth, differentiation, and dissemination [55,58].

Several members of insulin-like growth factor (IGF) family show flutamide-responsive expression. Indeed, genes coding for Igf binding proteins Igfbp2 and Igfbp5, as well as Igf1 and Igf receptor 2 (Igfr2) are more highly expressed in males when compared to flutamide-treated males. Among them, only the Igfr2 gene exhibits a sexual difference, being more highly expressed in males than in females. 

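Igf1 was higher in males than in flutamide-treated males at GD17 in 2 of its probe sets, by 0.56 (standard error 0.11, adjusted p = 0.015) and 0.40 (standard error 0.09, adjusted p = 0.02), and by 0.33 (adjusted p = 0.27) in that of highest signal. Igfbp2, an IGF-binding protein gene that also marks alveolar type I cells, was higher by 0.51 (standard error 0.13, adjusted p = 0.045), and Igfbp5 by 0.21 (standard error 0.05, adjusted p = 0.047). Igf2r, the receptor gene that clears IGF2, was higher by 0.44 without passing (standard error 0.12, adjusted p = 0.06). Of 14 genes of IGF signalling, 2 were higher in males, none was lower and 12 did not pass (4 higher and 1 lower when adjusted over the list alone). The calls of Igfbp2 and Igfbp5 ended without any of the 3 flutamide pools of GD17.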

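Igf2r was at 10.71 ± 0.08 (SD, n = 3) in males and 10.34 ± 0.07 (SD, n = 3) in females at GD17, with no overlap between the pools and a difference of 0.37 (standard error 0.12, adjusted p = 0.12) that did not pass. Igfbp2 differed by -0.21 (adjusted p = 0.48) between the sexes. Fcgr2b, an immunoglobulin receptor gene that Table 3 lists in this group, differed by 0.07 (adjusted p = 0.79). Igf2r passed between the sexes when limma weighted the arrays by quality.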

Another factor involved in surfactant regulation is prostaglangin E2 (Ptges2), which increases surfactant secretion in rat [59]. In our study, Ptges2 is more highly expressed in females at GD17, suggesting that surfactant secretion could be up-regulated as a consequence of Ptges2 expression.

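Ptges2, which encodes prostaglandin E synthase 2, was at 7.36 ± 0.11 (SD, n = 3) in males and 7.68 ± 0.08 (SD, n = 3) in females at GD17, a difference of -0.32 (standard error 0.08, adjusted p = 0.038). The sex difference of Ptges2 at GD18 minus that at GD17 was 0.54 (standard error 0.12, adjusted p = 0.012 for the interaction). The call at GD17 ended without any of the 6 pools compared.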

## Conclusion

While early lung development is characterized by cell proliferation, late lung development is predominantly governed by cell differentiation processes during which proliferation is markedly reduced. The fact that male-GD17 lungs showed increased expression of some proliferative signals, like Fgf10, compared to female lungs put forward the thesis that male lungs are not yet fully engaged in the differentiation processes at GD17, but Tgfbr3 receptor expression suggests a tight control of cell proliferation. Even if TGF-β is a negative regulator of airway branching morphogenesis in early lung development, its signalling is active in several tissue types in the lung during normal late development [60]. We also have shown that four genes related to the Igf pathway are more highly expressed in male lungs at GD17. This pathway is involved in the mechanism of lung maturation leading to surfactant synthesis. Thus, male lungs at GD17 appear to continue their growth and to start their maturation at the same time in preparation to birth. The male-increased expression of components from two opposite signals, one promoting cell proliferation and another one promoting cell differentiation, suggests a progressive evolution from the proliferative to differentiation states in some cell types within male lungs at GD17.

Furthermore, many genes involved in lipid processing have been shown to be expressed with sexual dimorphism. Some genes involved in this process have a sexual difference at GD17 or GD18, and some show flutamide-sensitive modulation. Even though it is difficult to confirm that the phospholipids synthesis is delayed for one sex, it is well known that the male disadvantage in lung maturation is mediated by androgens and that these steroids lead to a reduction in choline incorporation into DPPC in vitro [7,61], which is in line with our results showing that the enzyme responsible for DPPC production is up-regulated by antiandrogen, thus confirming a negative effect of androgens on this process. It should be mentioned that the sex difference in surfactant lipid levels may also be attributed in part to pulmonary expression of some apolipoproteins [62].

Generally, the male lung seems more "transcriptionally active" than the female lung at GD17. Indeed, the majority of genes differentially expressed between sexes are more highly expressed in males. This transcriptional activity difference suggests that some processes are delayed in male lungs compared to females. Accordingly, there is an obvious decrease in transcriptional activity in male lungs between GD17 and GD18 while, during the same period, the number of genes showing a higher expression level in female lungs remain stable.

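In named groups, the male side of the GD17 calls held matrix and splicing genes, and at GD18 the cell cycle genes, while fibroblast and matrix genes were lower in males at GD18 as a list (median -0.17, adjusted p = 1.3e-07 with the preset correlation, and adjusted p = 0.19 with an estimated correlation). Col6a1 was lower in males at GD18 (-0.29, adjusted p = 0.036), and Fos, an immediate early gene, was at -0.59 (adjusted p = 0.011). Probe sets lower in males than in females numbered 222 at GD17 and 340 at GD18, of which 16 and 199 did not carry 1 gene symbol. By genes with a symbol, 530 genes were higher and 199 lower in males at GD17, and 371 and 123 at GD18. With 1 probe set per gene, 80.3% of the genes called between the sexes at GD17 and 85.5% at GD18 were higher in males. From the larger number of genes with higher expression in males at GD17 the paper proposes that some processes are delayed in male lungs.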

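Genes of cell division fell from GD17 to GD18 in both sexes. Of 31 cell cycle genes, 29 fell in males and 31 in females, with median log2 changes of -0.76 and -1.10, and the replication genes Mcm3 and Cdc6 fell in females by 1.42 and 2.07. At GD17 none of the 31 genes was called between males and females, before or after adjustment over the list alone. At GD18, Mki67 was at 11.07 ± 0.20 (SD, n = 3) in males, 9.93 ± 0.15 (SD, n = 3) in females and 9.55 ± 0.11 (SD, n = 3) in flutamide-treated males (adjusted p = 1.1e-04 and 5.2e-06). From GD17 to GD18 Mki67 differed by 0.05 in males without passing and fell by 0.80 in females. The cell cycle list was higher in males than in females at GD18 by a median of 0.29, with an adjusted p of 3.4e-14 and an adjusted p = 0.31 with an estimated correlation. Male pool 3 of GD18 had a list score of -0.49, within the range of the females (-0.75 to -0.44), against -0.07 and -0.15 in the other male pools. Against flutamide-treated males the list was higher in males by a median of 0.22 (7 higher, none lower and 24 not passing). Its adjusted p was 2.1e-08 with the preset correlation and 0.46 with an estimated correlation. Male pool 3 also lay within the range of the flutamide pools of GD18 (-0.62 to -0.42). Genes of differentiated epithelium rose in both sexes, with 14 of 17 genes of alveolar type I cells rising and 1 falling in each sex, such as the rise of the water channel gene Aqp5 in females by 2.64. None of the 21 genes of alveolar type II cells, 17 of type I cells, 8 of club cells and 14 of ciliated cells was called between the sexes on either day in its probe set of highest signal (1 of the 8 club cell genes lower in males at GD18 when adjusted over the list alone). As lists, the genes of type I, type II and club cells were lower in males than in females at GD18 with the preset correlation (adjusted p = 0.0027, 0.027 and 0.044), and not with an estimated correlation (adjusted p = 0.5, 0.71 and 0.58).

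**Figure D4:**
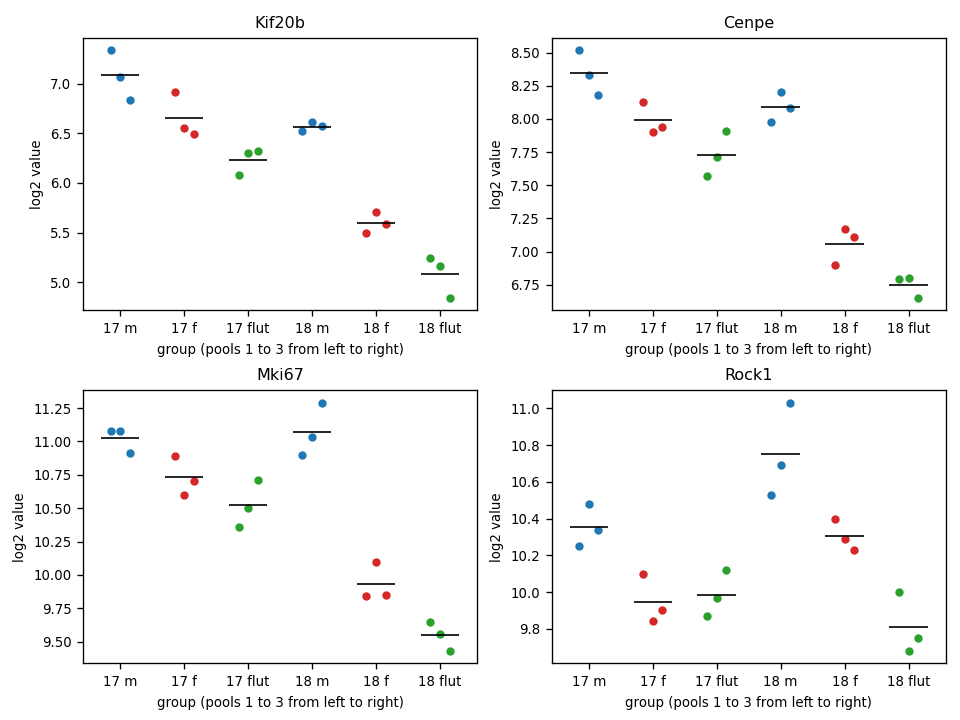
Log2 signal of Kif20b, Cenpe, Mki67 and Rock1 in each pool of females, males and flutamide-treated males at GD17 and GD18, 3 pools per group. Points are pools and lines are group means, and Mki67 at GD18 was at 11.07 in males and 9.93 in females.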

Taken together, our results are compatible with a delay in expression of pathways related to late development for one sex, with female lungs already more advanced in their maturation process, and male lungs showing an important transcriptional activity for pathways related to proliferation. By identifying several genes that are modulated according to sex and/or by antiandrogen in male fetal lungs, this study provides a significant number of candidate genes under the control of androgens that are likely to be involved in the delay in lung maturation observed in males. Further investigations of these candidates will be helpful in the understanding of this sexual dimorphism and have the potential to give valuable insights relevant to the prevention and treatment of short- and long-term consequences resulting from a wide range of pathologies associated with lung immaturity, such as RDS and BPD.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

EB carried out the microarray data analysis and drafted the manuscript. TS carried out mice matings, injection protocol, tissue harvesting, sample preparation for microarray experiments and Q-PCR, and also participated to design study and to draft the manuscript. MC participated in mice matings and injection protocol. GC carried out Q-PCR confirmations. PRP participated in the conception and design of the study. BP participated in the conception and design of the study. YT conceived and coordinated the study. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

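Lung RNA was measured on 18 Affymetrix MOE430 2.0 arrays, 3 per group, for males, females and flutamide-treated males at GD17 and GD18. Each array carries a pool of 3 fetuses of the same sex and treatment from distinct litters, and the flutamide dose was 1 mg per day. The mapping of arrays to groups was read from the sample labels, and the group names of the paper (17 m, 17 f, 17 flut, 18 m, 18 f, 18 flut) are used, with the replicate number of the labels added for a single pool. The authors extracted the images with GCOS v1.4, and the deposited intensity of each probe set was background-subtracted, normalized and summarized by RMA, as the methods of the paper state. The submitters' processing notes name limma without a version. The deposited values are on a linear scale, which was tested on the values themselves, and their log2 was taken before any model, since the plan made before the data were examined had assumed log2 values. The CEL files were not used here.

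The 64 AFFX control probe sets were left out of 45101, and 45037 were tested. The platform annotation of 2016 gave 1 symbol for 34945 probe sets, several for 932 and none for 9160, with 18193 distinct symbols, and 0 symbols were updated through the gene identifier. A probe set with several symbols or none is counted in every total and enters no gene-level statement. Where a gene has several probe sets, the value given is that of the probe set with the highest mean over all 18 arrays, and of any other that passes, and where several others pass not all are given. For Ext1, Baz2b and Ggt5 only the call or direction of the probe set of highest mean is given.

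Models were fitted with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 for the replicate block and jsonlite 2.0.0 for reading. A linear model with a mean for each of the 6 groups was fitted to all 18 arrays (12 residual degrees of freedom), and variances were moderated with eBayes. Every adjusted p for a gene or probe set comes from this limma model, with the Benjamini-Hochberg adjustment within each comparison, and called means an adjusted p under 0.05. The paper gives no threshold in its text. The comparisons were males with females and with flutamide-treated males on each day, GD18 with GD17 in males and in females, flutamide-treated males with females on each day, and the interactions of sex and of flutamide with day (the GD18 difference minus the GD17 difference). Standard errors are those of the model, and ± gives the SD over 3 pools.

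Gene lists were tested with camera of limma on 1 probe set per gene, with a preset correlation of 0.01 between genes and again with an estimated correlation, and adjusted over 46 lists and 8 comparisons (368 tests). In each list, in the probe set of highest mean of each gene, the genes called higher, called lower and not called were counted, and counted again with the adjustment over the list alone. Lists of the genes in Table 2, Table 3 and Fig. 5 were chosen by the study on these samples. Lists of exocrine pancreas, islet, stomach and squamous epithelium genes were added after the data were seen.

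Named genes follow a rule written before the data were examined: the 10 genes with the largest difference in each direction of the comparisons among those that pass with no overlap between pools, every gene the paper names in its text, Tables 2 and 3 or Figs. 2 and 5, and up to 4 genes of each list with the smallest p. The values in the tables and figures of the paper had been seen before the rule was written. Mcm3, Shh and other list members named beside these fall under the last part of the rule in at least 1 comparison.

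Overlap counts are set beside the number expected if the calls of the comparisons were independent. For comparisons that share their males, 20 simulations with no effect and shared males gave the correlation and covariance that sharing alone produces. Their overlap of calls was also counted, but without an effect hardly any probe set would be called, so it does not show what sharing adds among calls. The fit was tested on simulated data: with log2 differences of 0.5, 1 and 2 added to 43, 74 and 83 probe sets in males at GD17, 24, 74 and 82 were called, with 16 false calls, and a shift of 0.5 in the 31 cell cycle genes was found with 0 other lists. The number of arrays limits precision. The alternatives covered the threshold, the normalization, a filter on dim probe sets, array weights, the variance prior, the groups in the fit, the unit of counting, a replicate block and each pool left out in turn. Ranges with 1 pool left out at a time cover only pools of the groups that enter the value. Added after the data were seen were an indicator of the 3 GD17 pools high in pancreas genes, the same pools left out, 18 m 3 and 18 flut 3 left out, and the AFFX probe sets kept.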

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

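Of the tests in this part, only that of genomic DNA was chosen before the results were seen, and those of organ RNA, Pnliprp2, female RNA, flutamide, a female pool, 5' signal, nuclear RNA and the splits of the arrays were chosen after.

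The sex difference changed between GD17 and GD18 in 2944 probe sets, which passed the interaction of sex and day. In 100 splits of the arrays within each day, only the real one (1 of 100) called as many, and the highest of the others called 676. In a split that mixes the sexes on a day, the sex difference of that day enters the spread between arrays. The other splits thus do not show what chance alone gives, and the test does not exclude chance. The balance of directions turned with median-centred arrays, with array weights, with probe sets at or above the median level and without 18 m 3. It also turned among probe sets with 1 gene symbol (1074 with a larger male value at GD18 and 704 with a smaller). Among the 2944 are the 249 probe sets called between the sexes on both days in opposite directions, whose choice by opposite calls all but ensures that they pass. The flutamide difference changed in 164 probe sets. Of 100 splits 5 called as many or more, the real one included, with 2102 in the highest of the others, so chance is not excluded by this test. The other 4 each keep the real groups of 1 day, so that the flutamide difference of that day enters their count, and they do not show what chance alone gives.

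Genes that the paper does not discuss stood out in 3 GD17 pools. Exocrine pancreas genes were higher by a median of 3.2 in 17 f 2, 17 f 3 and 17 m 3 than in 17 f 1, 17 m 1 and 17 m 2, with 14 of 16 genes higher by more than 1, and genes of squamous epithelium were higher by 2.5, of liver by 2.78 (9 of 11 by more than 1) and of skeletal muscle by 1.47 (9 of 12), while surfactant genes differed by -0.48. Genes of pancreatic islet (0.82, 3 of 7 by more than 1), glandular stomach (0.57, 4 of 11) and heart (-0.03, 0 of 14) differed less. A difference between the sexes is argued against by the male pool 17 m 3, which exceeded the female pool 17 f 1 by 2.74 in exocrine pancreas genes. RNA of neighbouring organs in these pools is a candidate source of these transcripts. Pnliprp2 was higher in females than in males at GD17 by 1.05 in size. Among the pools without pancreas genes, 1 female and 2 male, the difference was 0.31. With an indicator of the 3 pools in the model it passed (-0.71, standard error 0.14, adjusted p = 0.0085). The indicator gives the 3 pools 1 common shift, while the exocrine pancreas score was 3.03 and 2.97 in 17 f 2 and 17 f 3 and 2.46 in 17 m 3. Organ RNA and a sex difference thus cannot be told apart for this gene.

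Xist was at 11.95 in the pool 18 flut 3, above the level of males at GD18 (8.08). Its Y-linked genes differed from the other male pools of GD18 by a median of -1.19, and were 3.65 above the female pools, which argues against a pool made up of females alone. An effect of flutamide is argued against by 18 flut 1 and 18 flut 2, whose Xist differed from males by 0.04. Female RNA mixed into the pool is a candidate source, with Xist at 70.8% of the female level and Eif2s3y, Kdm5d and Uty at 42.5%, 40.5% and 40.7% of the male level.

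Of the probe sets higher in males than in females at GD17, 58.8% did not carry 1 gene symbol, against 22.4% of those tested. The spiked controls gave a 5' minus 3' value that differed by 0.08 between females and males at GD17, in the direction opposite to a weaker 5' signal in females. Olfactory receptor genes, which genomic DNA would raise, differed by a median of 0.02. Nuclear-retained RNAs were higher in males at GD17 (median 0.20) and lower at GD18 (median -0.11), so that more unspliced or nuclear RNA in the male pools and a difference in transcription between the sexes cannot be told apart, since no intronic probe sets were marked as such.

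Liver genes were higher in 18 m 3 than in 18 m 1 and 18 m 2 by a median of 3.8, and heart genes by 1.18. The source of these genes was not tested.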

How the results depend on the processing

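Chosen only after the data were seen were the tests with an indicator of the 3 GD17 pools high in pancreas genes, with these pools left out, with 18 m 3 and 18 flut 3 left out and with control probe sets kept. The number of arrays limits the precision of every value. For the named genes, 4310 of the values under an alternative kept their side of the threshold and 782 no longer passed. Of the rest, 37 passed only under the alternative and 0 were counted as reversed. For the gene lists these numbers were 5331, 348, 209 and 0. They do not show whether a gene or list that did not pass kept its direction. For the counts and percents, 296 stayed within 1.5 times the value reported, 404 moved and 6 reversed. The share of calls higher in males fell below 0.5, which is the reversal, for 17 m v 17 flut to 43.2% with an unadjusted p under 0.05 and 40.3% with 1 probe set per gene, and for 18 m v 18 f to 49.9% with a further quantile normalization, 48.1% with cyclic loess, 46.2% without 18 f 1 and 46.4% without 18 m 2. Changes of the counts under another threshold or another unit of counting follow from how these are built, but why the shares changed there was not tested. For all other alternatives, pools left out among them, the cause was not tested. Benjamini-Hochberg adjustment over the 4 study comparisons together moved none of these counts and percents and gives no value for the other comparisons, and neither an intensity trend in eBayes nor keeping the control probe sets moved any.

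An adjusted p under 0.1 gave called probe sets of 2876 for 17 m v 17 f, 3398 for 17 m v 17 flut, 1771 for 18 m v 18 f, 2775 for 18 m v 18 flut, 4700 for 17 flut v 17 f, 357 for 18 flut v 18 f and 4541 for sex by day. 367 for flutamide by day were called. 76.7% for 17 m v 17 f, 53.6% for 17 m v 17 flut and 75.2% for 18 m v 18 flut of calls were higher in males. 1053 for sex and flutamide at GD17, 865 for sex and flutamide at GD18, 601 for sex on both days, 625 for flutamide on both days and 102 for all 4 comparisons were shared calls. 970 highest in males at GD17, 74 lowest in males at GD17, 679 highest in males at GD18 and 186 lowest in males at GD18 were shared calls by direction. An adjusted p under 0.01 gave called probe sets of 880 for 17 m v 17 f, 287 for 17 m v 17 flut, 159 for 18 m v 18 f, 655 for 18 m v 18 flut, 6891 for 18 m v 17 m, 161 for 17 flut v 17 f and 35 for 18 flut v 18 f. 1173 for sex by day and 0 for flutamide by day were called. 97% for 17 m v 17 f, 87.5% for 17 m v 17 flut, 53.5% for 18 m v 18 f and 94.4% for 18 m v 18 flut of calls were higher in males. 158 for sex and flutamide at GD17, 75 for sex and flutamide at GD18, 62 for sex on both days, 52 for flutamide on both days and 3 for all 4 comparisons were shared calls. 158 highest in males at GD17, 0 lowest in males at GD17, 62 highest in males at GD18 and 13 lowest in males at GD18 were shared calls by direction. An unadjusted p under 0.05 gave called probe sets of 7402 for 17 m v 17 f, 9121 for 17 m v 17 flut, 6437 for 18 m v 18 f, 7766 for 18 m v 18 flut, 10529 for 17 flut v 17 f, 4276 for 18 flut v 18 f and 9104 for sex by day. 5319 for flutamide by day were called. 56.4% for 17 m v 17 f, 43.2% for 17 m v 17 flut and 57.6% for 18 m v 18 flut of calls were higher in males. 2669 for sex and flutamide at GD17, 3338 for sex and flutamide at GD18, 2246 for sex on both days, 2362 for flutamide on both days and 474 for all 4 comparisons were shared calls. 1918 highest in males at GD17, 623 lowest in males at GD17, 2228 highest in males at GD18 and 1088 lowest in males at GD18 were shared calls by direction. An unadjusted p under 0.01 gave called probe sets of 3486 for 17 m v 17 f, 3919 for 17 m v 17 flut, 2797 for 18 m v 18 f, 3437 for 18 m v 18 flut, 4580 for 17 flut v 17 f, 1551 for 18 flut v 18 f and 4523 for sex by day. 1781 for flutamide by day were called. 72.2% for 17 m v 17 f, 51.4% for 17 m v 17 flut and 71.6% for 18 m v 18 flut of calls were higher in males. 1204 for sex and flutamide at GD17, 1301 for sex and flutamide at GD18, 900 for sex on both days, 783 for flutamide on both days and 145 for all 4 comparisons were shared calls. 1074 highest in males at GD17, 114 lowest in males at GD17, 1008 highest in males at GD18 and 291 lowest in males at GD18 were shared calls by direction.

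An unadjusted p under 0.05 with a fold of at least 1.5 gave called probe sets of 788 for 17 m v 17 f, 500 for 17 m v 17 flut, 273 for 18 m v 18 f, 521 for 18 m v 18 flut, 3326 for 18 m v 17 m, 5506 for 18 f v 17 f and 609 for 17 flut v 17 f. 755 for flutamide by day were called. 79.8% for 17 m v 17 f, 84.2% for 17 m v 17 flut, 63.7% for 18 m v 18 f and 89.4% for 18 m v 18 flut of calls were higher in males. 151 for sex and flutamide at GD17, 97 for sex and flutamide at GD18, 79 for sex on both days, 81 for flutamide on both days and 9 for all 4 comparisons were shared calls. 150 highest in males at GD17, 0 lowest in males at GD17, 81 highest in males at GD18 and 16 lowest in males at GD18 were shared calls by direction. An adjusted p under 0.05 with a fold of at least 1.5 gave called probe sets of 580 for 17 m v 17 f, 339 for 17 m v 17 flut, 156 for 18 m v 18 f, 414 for 18 m v 18 flut, 3149 for 18 m v 17 m, 5362 for 18 f v 17 f and 281 for 17 flut v 17 f. 57 for 18 flut v 18 f and 1520 for sex by day were called. 96.2% for 17 m v 17 f, 83.5% for 17 m v 17 flut and 96.9% for 18 m v 18 flut of calls were higher in males. 117 for sex and flutamide at GD17, 68 for sex and flutamide at GD18, 52 for sex on both days, 70 for flutamide on both days and 8 for all 4 comparisons were shared calls. 117 highest in males at GD17, 0 lowest in males at GD17, 64 highest in males at GD18 and 4 lowest in males at GD18 were shared calls by direction. Log odds of differential expression above 0 gave called probe sets of 1142 for 17 m v 17 f, 819 for 17 m v 17 flut, 994 for 18 m v 18 flut, 4932 for 18 m v 17 m, 7855 for 18 f v 17 f, 810 for 17 flut v 17 f and 276 for 18 flut v 18 f. 1410 for sex by day and 297 for flutamide by day were called. 96.1% for 17 m v 17 f, 75% for 17 m v 17 flut and 90.3% for 18 m v 18 flut of calls were higher in males. 328 for sex and flutamide at GD17, 260 for sex and flutamide at GD18, 204 for sex on both days, 161 for flutamide on both days and 16 for all 4 comparisons were shared calls. 324 highest in males at GD17, 4 lowest in males at GD17, 223 highest in males at GD18 and 37 lowest in males at GD18 were shared calls by direction.

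Centring each array on its median gave shares of calls higher in males of 77.1% for 17 m v 17 f, 68% for 18 m v 18 f and 88.2% for 18 m v 18 flut. 30 lowest in males at GD17 were shared calls by direction. A further quantile normalization gave shares of calls higher in males of 57.5% for 17 m v 17 flut, 49.9% for 18 m v 18 f and 74.8% for 18 m v 18 flut. 127 lowest in males at GD18 were shared calls by direction. Cyclic loess gave shares of calls higher in males of 84.5% for 17 m v 17 f, 48.1% for 18 m v 18 f and 75.2% for 18 m v 18 flut. 129 lowest in males at GD18 were shared calls by direction. Keeping probe sets at or above the median level gave called probe sets of 1436 for 18 m v 18 f, 233 for 18 flut v 18 f and 289 for flutamide by day. 78.6% for 17 m v 17 f and 65% for 18 m v 18 f of calls were higher in males. 744 for sex and flutamide at GD18 and 471 for sex on both days were shared calls. 602 highest in males at GD18 and 142 lowest in males at GD18 were shared calls by direction. Weighting the arrays by quality gave called probe sets of 3535 for 17 m v 17 f, 3952 for 17 m v 17 flut, 4794 for 18 m v 18 f, 5680 for 18 m v 18 flut, 8664 for 17 flut v 17 f, 749 for 18 flut v 18 f and 5837 for sex by day. 685 for flutamide by day were called. 72.4% for 17 m v 17 f, 59.8% for 17 m v 17 flut, 66% for 18 m v 18 f and 66.2% for 18 m v 18 flut of calls were higher in males. 1250 for sex and flutamide at GD17, 2503 for sex and flutamide at GD18, 948 for sex on both days, 1095 for flutamide on both days and 194 for all 4 comparisons were shared calls. 1178 highest in males at GD17, 66 lowest in males at GD17, 1897 highest in males at GD18 and 601 lowest in males at GD18 were shared calls by direction. A test without moderated variances (no eBayes) gave called probe sets of 1002 for 17 m v 17 flut and 66 for 18 flut v 18 f. 82.6% for 17 m v 17 f and 65.1% for 18 m v 18 f of calls were higher in males. 34 for all 4 comparisons were shared calls. 376 highest in males at GD17 were shared calls by direction. Fitting only the groups compared gave called probe sets of 18 for 18 m v 18 f, 146 for 18 m v 18 flut, 4764 for 18 m v 17 m, 4270 for 17 flut v 17 f, 64 for 18 flut v 18 f, 1836 for sex by day and 0 for flutamide by day. 95.3% for 17 m v 17 f, 81% for 17 m v 17 flut, 66.7% for 18 m v 18 f and 99.3% for 18 m v 18 flut of calls were higher in males.

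Counting distinct gene symbols gave called probe sets of 729 for 17 m v 17 f, 931 for 17 m v 17 flut, 494 for 18 m v 18 f, 1160 for 18 m v 18 flut, 6576 for 18 m v 17 m, 8250 for 18 f v 17 f and 72 for 18 flut v 18 f. 1528 for sex by day and 57 for flutamide by day were called. 72.7% for 17 m v 17 f, 51.3% for 17 m v 17 flut and 75.1% for 18 m v 18 f of calls were higher in males. 231 for sex and flutamide at GD17, 121 for sex on both days, 212 for flutamide on both days and 31 for all 4 comparisons were shared calls. 213 highest in males at GD17 and 32 lowest in males at GD18 were shared calls by direction. Taking 1 probe set per gene gave called probe sets of 142 for 17 m v 17 f, 345 for 17 m v 17 flut, 352 for 18 m v 18 f, 899 for 18 m v 18 flut, 5875 for 18 m v 17 m, 7521 for 18 f v 17 f and 987 for 17 flut v 17 f. 25 for 18 flut v 18 f, 736 for sex by day and 9 for flutamide by day were called. 80.3% for 17 m v 17 f, 40.3% for 17 m v 17 flut, 85.5% for 18 m v 18 f and 84.5% for 18 m v 18 flut of calls were higher in males. 45 for sex and flutamide at GD17, 227 for sex and flutamide at GD18, 36 for sex on both days, 92 for flutamide on both days and 8 for all 4 comparisons were shared calls. 42 highest in males at GD17, 3 lowest in males at GD17, 216 highest in males at GD18 and 11 lowest in males at GD18 were shared calls by direction. With camera and an estimated correlation between genes, 0 lists were shifted in each of the 8 comparisons, 17 m v 17 f to 18 flut v 18 f. The Y-linked list between the sexes was among those that did not pass, so a list that failed there may still have shifted.

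Whether the replicate numbers pair the pools is open. Of 24 pairs of same-numbered pools, 8 correlated above 0.1 after the group means were removed (range -0.32 to 0.37), and 10 of the 18 arrays correlated best with an array of their own number. The replicate number as a block (replicate block) gave called probe sets of 85 for flutamide by day. 71% for 17 m v 17 flut and 85.1% for 18 m v 18 flut of calls were higher in males. 30 for all 4 comparisons were shared calls. 8 lowest in males at GD17 were shared calls by direction.

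Leaving out the 3 GD17 pools leaves 1 female pool at that day, which is then assumed to vary like the other groups. An indicator of the 3 GD17 pools high in pancreas genes gave called probe sets of 36 for 17 flut v 17 f and 203 for 18 flut v 18 f. 71.8% for 17 m v 17 flut of calls were higher in males. 10 lowest in males at GD17 were shared calls by direction. 8 for 17 flut v 17 f were shifted lists. Leaving out the 3 GD17 pools high in pancreas genes gave called probe sets of 419 for 17 m v 17 f, 9221 for 18 f v 17 f, 17 for 17 flut v 17 f, 73 for 18 flut v 18 f and 1006 for sex by day. 95% for 17 m v 17 f and 51.8% for 18 m v 18 f of calls were higher in males. 249 for sex and flutamide at GD17, 270 for sex and flutamide at GD18, 125 for sex on both days and 16 for all 4 comparisons were shared calls. 241 highest in males at GD17, 8 lowest in males at GD17 and 199 highest in males at GD18 were shared calls by direction. Leaving out 18 m 3 and 18 flut 3 gave called probe sets of 3590 for 17 m v 17 flut, 2651 for 18 m v 18 f and 4078 for 17 flut v 17 f. 81.7% for 17 m v 17 f and 69.7% for 18 m v 18 f of calls were higher in males. 1097 for sex and flutamide at GD17, 955 for sex and flutamide at GD18, 563 for sex on both days, 596 for flutamide on both days and 91 for all 4 comparisons were shared calls. 1033 highest in males at GD17, 60 lowest in males at GD17, 822 highest in males at GD18 and 133 lowest in males at GD18 were shared calls by direction.

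Single pools were left out in turn, only those of the groups that enter a value. The values below are lowest, highest and any other that moved by more than 1.5 times or beyond the confidence interval of a share. 17 m v 17 f calls ranged from 1028 (without 17 m 2) to 2186 (without 17 m 3), with 1043 without 17 f 2, 1081 without 17 f 3 and 1109 without 17 m 1. 17 m v 17 f shares higher in males ranged from 71.3% (without 17 f 1) to 95.5% (without 17 f 3), with 93.8% without 17 f 2, 89.9% without 17 m 1 and 91.1% without 17 m 2. 17 m v 17 flut calls ranged from 411 (without 17 flut 1) to 1852 (without 17 m 3), with 506 without 17 flut 2, 671 without 17 flut 3, 502 without 17 m 1 and 1035 without 17 m 2. 17 m v 17 flut shares higher in males ranged from 52.4% (without 17 m 2) to 79.8% (without 17 flut 1), with 78.3% without 17 flut 2, 72.3% without 17 flut 3 and 74.9% without 17 m 1. 18 m v 18 f calls ranged from 187 (without 18 f 3) to 2970 (without 18 m 3), with 197 without 18 f 1, 471 without 18 m 1 and 440 without 18 m 2. 18 m v 18 f shares higher in males ranged from 46.2% (without 18 f 1) to 72.5% (without 18 f 2), with 50.3% without 18 f 3, 67.5% without 18 m 1, 46.4% without 18 m 2 and 69.4% without 18 m 3. 18 m v 18 flut calls ranged from 854 (without 18 flut 3) to 2990 (without 18 m 3), with 1041 without 18 flut 1. 18 m v 18 flut shares higher in males ranged from 77.4% (without 18 m 3) to 88.2% (without 18 flut 1), with 86% without 18 flut 2, 87.8% without 18 flut 3, 87.4% without 18 m 1 and 78.6% without 18 m 2. 17 flut v 17 f calls ranged from 135 (without 17 f 3) to 2393 (without 17 f 1), with 542 without 17 flut 1, 264 without 17 flut 2, 239 without 17 flut 3 and 245 without 17 f 2. 18 flut v 18 f calls ranged from 30 (without 18 f 1) to 149 (without 18 flut 1), with 42 without 18 flut 2, 51 without 18 flut 3, 41 without 18 f 2 and 59 without 18 f 3. Sex by day calls ranged from 1813 (without 18 f 1) to 4707 (without 18 m 3), with 1834 without 17 f 3. Flutamide by day calls ranged from 54 (without 17 flut 2) to 264 (without 18 m 1), with 71 without 17 flut 1, 68 without 17 flut 3, 68 without 17 m 1, 68 without 18 flut 1, 88 without 18 flut 2, 72 without 18 flut 3 and 260 without 18 m 3. Sex and flutamide at GD17 shared calls ranged from 227 (without 17 m 1) to 780 (without 17 m 3), with 245 without 17 flut 1, 287 without 17 flut 2, 342 without 17 flut 3, 373 without 17 f 2, 393 without 17 f 3 and 274 without 17 m 2. Sex and flutamide at GD18 shared calls ranged from 103 (without 18 f 3) to 1384 (without 18 m 3), with 263 without 18 flut 1, 256 without 18 flut 3, 111 without 18 f 1, 284 without 18 m 1 and 228 without 18 m 2. Sex on both days shared calls ranged from 93 (without 18 f 3) to 623 (without 18 m 3), with 197 without 17 f 2, 197 without 17 f 3, 113 without 18 f 1, 179 without 18 f 2 and 168 without 18 m 1. Flutamide on both days shared calls ranged from 88 (without 17 flut 1) to 833 (without 18 m 3), with 114 without 17 flut 2, 169 without 17 flut 3, 103 without 17 m 1, 165 without 17 m 2 and 196 without 18 flut 3. All 4 comparisons shared calls ranged from 9 (without 17 m 1) to 112 (without 18 m 3), with 19 without 17 flut 1, 20 without 17 flut 2, 33 without 17 flut 3, 19 without 17 f 2, 20 without 17 f 3, 14 without 17 m 2, 18 without 18 f 1, 33 without 18 f 2, 15 without 18 f 3 and 28 without 18 m 2. Highest in males at GD17 shared calls ranged from 218 (without 17 m 1) to 749 (without 17 m 3), with 242 without 17 flut 1, 282 without 17 flut 2, 335 without 17 flut 3, 363 without 17 f 2 and 248 without 17 m 2. Lowest in males at GD17 shared calls ranged from 3 (without 17 flut 1) to 30 (without 17 m 3), with 5 without 17 flut 2, 7 without 17 flut 3, 10 without 17 f 2, 7 without 17 f 3 and 9 without 17 m 1. Highest in males at GD18 shared calls ranged from 71 (without 18 f 3) to 1149 (without 18 m 3), with 218 without 18 flut 1, 216 without 18 flut 3, 74 without 18 f 1 and 150 without 18 m 2. Lowest in males at GD18 shared calls ranged from 32 (without 18 f 3) to 235 (without 18 m 3), with 45 without 18 flut 1, 49 without 18 flut 2, 40 without 18 flut 3, 37 without 18 f 1, 47 without 18 f 2 and 37 without 18 m 1. 17 m v 17 f shifted lists ranged from 10 (without 17 m 1) to 23 (without 17 m 3).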

Differences from the paper's values

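Of the 25 counts and percents of the paper that were also computed here, 0 differ by more than 1.5 times, and of 21 counts 6 are equal, with a largest difference of 3. With the AFFX probe sets kept, a choice made after seeing the values, 13 are equal with a largest difference of 2; the gene statements were not tested under that choice. The paper states no threshold in its text, and an adjusted p under 0.05 was used here.

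Of 135 statements of the paper on a gene and a comparison for which a named probe set was found, 87 were called as stated, 3 were called the other way and 45 were not called. By source, these counts were 26, 3 and 19 in Table 2, 39, 0 and 13 in Table 3, 15, 0 and 7 in Fig. 5A, 13, 0 and 2 in Fig. 5B and 0, 0 and 6 in the text alone, with a statement given in more than 1 source counted in each. Values below are males minus the other group. Of the 48 not called as stated, 28 were not called as stated under any setting. No setting changed the assignment of probe sets to genes. Probe sets without 1 gene symbol enter no gene statement, and 955 of these were called higher in males than in females at GD17. Whether statements of the paper rest on such probe sets was not tested, so a gene not called here may have been called under another annotation.

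The paper places Sgpp1 in Table 2 among genes with higher expression in males at GD17. Here Sgpp1 was called lower in males, at -0.29 against females and -0.29 against flutamide-treated males, as Table 3 also places it for the sexes. Foxp1 is listed as higher in males than in flutamide-treated males at GD17, and here it was at -0.32, while an unadjusted p under 0.05, the same with a fold of at least 1.5, and array weights call another of its probe sets as higher in males.

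Genes that Table 2 lists for GD17 and that were not called here are Hsd17b12 (-0.12 against females, -0.06 against flutamide-treated males), Glcci1 (0.12, -0.01), Prkca (0.09, -0.25), Nr6a1 (-0.02, -0.29), Pbx3 (-0.16, 0.13), Kif1b (-0.09, -0.02), Gpc6 (0.05 against females), Foxp1 (0.07 against females) and Nfib (0.02 against flutamide-treated males). For GD18 they are Osbpl9 (-0.16 against females, -0.11 against flutamide-treated males) and Fut8 (0.02, 0.04). In Table 3 they are Gli1 (-0.13), Gli3 (0.10, and 0.24 at GD18), Fgf10 (0.02), Tgfbr3 (0.24), Tcf4 (0.23), Crebbp (0.21), Ltbp1 (0.11) and Magi1 (0.02) for the sexes, Fcgr2b (-0.31) for flutamide at GD17, Lpin2 (0.01) for the sexes at GD18 and Chka for both comparisons at GD18 (-0.25, -0.05). In Fig. 5 they are Cdk6 (0.15 and 0.07 for the sexes at GD17 and GD18, -0.02 for flutamide at GD17), Tcf4 (0.23, and 0.17 at GD18), Crebbp (0.21), Ncoa3 (-0.10) and Sirt1 (0.00) for the sexes, and Pspc1 (0.16) for flutamide at GD17.

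The text of the paper names a sex difference in beta-catenin at GD17, while Table 3 lists Ctnna1. Ctnnb1 was not called (0.09), and Ctnna1 was higher in males by 0.54 in a probe set other than that of highest signal. For the IGF group the text names the IGF receptor 2 and Table 3 lists Fcgr2b. Igf2r was not called for sex (0.37) or flutamide (0.44) at GD17, and Fcgr2b was not called for either (0.07, -0.31). The paper attributes to flutamide an increase of Sftpb and Sftpc at GD17. Against males neither passed (-0.49 and -0.26, males minus flutamide-treated males). Against females at GD17 both did (0.56 and 0.32, here flutamide-treated males minus females).

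Some settings call items that the paper calls and that were not called here. An adjusted p under 0.1 calls 7 and drops 0 of those called: Foxp1 against females, Osbpl9 in both comparisons, Gli3 at GD18, Sftpb, Sftpc and Igf2r with flutamide. An unadjusted p under 0.05 calls 19 and drops 0, adding Gpc6, Pbx3, Nfib, Foxp1 with flutamide, Kif1b against females, Tgfbr3, Tcf4, Crebbp, Magi1, Igf2r between the sexes, Cdk6 against females and Pspc1 with flutamide, and an unadjusted p under 0.01 calls 12 and drops 0. Array weights call 10 and drop 0. Probe sets at or above the median level call 5 and drop 12, a further quantile normalization 2 and 12, cyclic loess 1 and 10, an intensity trend in eBayes 2 and 1, an unadjusted p under 0.05 with a fold of at least 1.5 calls 1 and drops 63, and fitting only the groups compared calls 2 and drops 44. Without 17 m 2 the gained and dropped items are 2 and 21, without 17 m 3 they are 1 and 13, and without 18 m 3 they are 3 and 8. Chosen after seeing the values, the indicator of the 3 GD17 pools high in pancreas genes calls 1 and drops 23, leaving out these pools calls 0 and drops 46, and leaving out 18 m 3 and 18 flut 3 calls 6, Ctnnb1 among them, and drops 14.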

Other observations

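Of the tests in this part, those of the developmental state for males against females at GD17 and GD18 and against flutamide-treated males at GD18, of the scaling and of the 5' signal were chosen before the results were seen, and those of the developmental state with flutamide at GD17 and of the splits of the arrays were chosen after, as was leaving 18 flut 3 out of the change with time.

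The lists of genes at no claim gave these values, with the adjusted p of camera in limma with the preset correlation, and no list passed with an estimated correlation. Of 6 Y-linked genes, 3 were higher in males than in females at GD17 and at GD18, and of 9 genes of X inactivation and escape 3 were lower on both days. Chaperones were higher in males at GD18 (1 of 20 called against females, median 0.17, adjusted p = 2.5e-06, and 3 called against flutamide-treated males, adjusted p = 0.008), as were genes of oxidative phosphorylation (1 of 32 called, median 0.17, adjusted p = 1.3e-08, and 1 called, adjusted p = 3.6e-04), which were lower in males than in females at GD17 (adjusted p = 0.015) and higher than in flutamide-treated males (adjusted p = 0.033). Smooth muscle genes were higher in males at GD17 (1 of 13 called, adjusted p = 0.014, and 2 called, adjusted p = 4.0e-04) and lower than in females at GD18 (0 called, adjusted p = 5.8e-06). Nuclear-retained RNAs were higher in males than in flutamide-treated males at GD17 (3 of 11 called, adjusted p = 7.0e-06). Immediate early genes were lower in males than in females at GD18 (1 of 18 called, adjusted p = 8.0e-05), as were genes of skeletal muscle (0 of 12, adjusted p = 0.02), cartilage (0 of 12, adjusted p = 0.016), endothelium (0 of 17, adjusted p = 0.015), hypoxia (0 of 18, adjusted p = 0.0044) and the glucocorticoid response (0 of 18, adjusted p = 0.0021). Liver genes were higher in males than in females at GD18 (0 of 11 called, adjusted p = 0.0024), with 18 m 3 far above the other males. Macrophage genes were lower in males than in females at GD17 (0 of 21 called, adjusted p = 0.0042), heart genes were higher in males in both comparisons at GD17 (0 of 14, adjusted p = 0.027 and 0.028), hypoxia genes were higher in males than in flutamide-treated males at GD17 (0 of 18, adjusted p = 0.0082), endothelial genes were lower in males than in flutamide-treated males at GD18 (1 of 17, adjusted p = 0.018), and lymphoid genes were higher (0 of 13, adjusted p = 0.018). Single pools carry some of these shifts. The lymphoid score was 1.47 in 18 m 1 against -0.47 and 0.02 in the other males, the skeletal muscle score 2.46 in 18 f 2 against 0.53 and -0.57 in the other females, and the cartilage score 0.23 in 18 f 2 against -0.10 and -0.26. The macrophage score was 0.15 and 0.16 in 17 f 2 and 17 f 3, which are high in pancreas genes, against -0.25 in 17 f 1, and the hypoxia score was 0.36 in 18 m 3, within the females. The glucocorticoid score was 0.60 in 18 m 3, above the females (0.31 to 0.48), against 0.19 and 0.17 in the other males. For smooth muscle at GD17, 17 f 2 and 17 f 3 (0.09 and 0.11) lay within the males (0.03 to 0.13). The lists of brown fat, mesothelium, neuron and glia, xenobiotic response and cytoplasmic ribosomal proteins passed in none of the 4 comparisons, with p from 0.066 to 1.

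A later developmental state of the female lungs, and of the flutamide-treated lungs, was tested with the change from GD17 to GD18 in arrays of neither group. Of the calls higher in males than in females at GD18, 94.9% fall with time in flutamide-treated males without 18 flut 3 (53.2% of all probe sets) and 96.4% with all 3 pools (53.7% of all), and of those higher than in flutamide-treated males at GD18, 71.2% fall in females (47.1% of all), which is consistent with a later state of the female and flutamide-treated lungs at GD18. Of the calls higher in males at GD17, 41.1% fall against females without 18 flut 3 (44.7% with all 3 pools) and 41.6% against flutamide-treated males, fewer than among all probe sets, which argues against a later state as the cause of these calls. Of the calls higher in flutamide-treated males than in males at GD17, 81.6% rise with time in females, so a later state may account for that side of the calls.

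The scaling of the arrays was weighed as a cause of the excess of calls higher in males, and the lowest share in 17 m v 17 f, 17 m v 17 flut and 18 m v 18 flut under median centring, quantile normalization and cyclic loess was 57.5%, which argues against scaling as the cause in these. In 18 m v 18 f the share was 49.9% with quantile normalization and 48.1% with cyclic loess, but 68% with median centring. The 3 scalings thus differ there, and whether scaling accounts for the excess in 18 m v 18 f is open. The 5' minus 3' value of the spiked controls was lower in 17 flut (-1.65, SD 0.09) than in 17 m (-1.42, SD 0.08), as a weaker 5' signal would have it. With this value as a covariate and without 18 m 3, 61.7% of the calls in 17 m v 17 flut were higher in males, which argues against the weaker 5' signal of the flutamide arrays as the cause of the excess.

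For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. The real split called the most (1 of 10) for 17 m v 17 f (1845, highest other 429, which sets 17 f 1 with 17 m 1 and 17 m 2, as the pancreas genes do), 17 m v 17 flut (1600, 0), 18 m v 18 flut (1777, 142), 18 m v 17 m (11266, 18), 18 f v 17 f (15112, 0), 17 flut v 17 f (1977, 0) and 18 flut v 18 f (125, 0). For 18 m v 18 f, 2 of 10 splits called as many, the real one with 834 and that which exchanges 18 f 2 and 18 m 3 with 869.

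Flutamide-treated males differed from females in 1977 probe sets at GD17 (1200 higher) and in 125 at GD18 (18 higher). With 1 pool left out at a time, the counts ran from 135 to 2393 at GD17 and from 30 to 149 at GD18. Without 18 flut 3, the pool high in Xist, the count at GD18 was 51. The balance at GD17 turned with median-centred arrays (803 higher, 992 lower) and with probe sets at or above the median level (1141 higher, 1169 lower). The count at GD17 was 36 with an indicator of the 3 pools high in pancreas genes and 17 without these pools. The genes of alveolar type II cells were higher in flutamide-treated males than in females at GD17 (7 of 21 called, adjusted p = 8.1e-05) and so were genes of ciliated cells (4 of 14, adjusted p = 4.1e-05), neither with an estimated correlation (adjusted p = 0.47 and 0.28). Surfactant genes differed by a median of -0.48 in the 3 pools high in pancreas genes, of which 17 f 2 and 17 f 3 are female. GD18 differed from GD17 in 11266 probe sets in males and 15112 in females.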
